# The lineage stability and suppressive program of regulatory T cells require protein O-GlcNAcylation

**DOI:** 10.1038/s41467-019-08300-3

**Published:** 2019-01-21

**Authors:** Bing Liu, Oscar C. Salgado, Sangya Singh, Keli L. Hippen, Jason C. Maynard, Alma L. Burlingame, Lauren E. Ball, Bruce R. Blazar, Michael A. Farrar, Kristin A. Hogquist, Hai-Bin Ruan

## Abstract

Regulatory T (Treg) cells control self-tolerance, inflammatory responses and tissue homeostasis. In mature Treg cells, continued expression of FOXP3 maintains lineage identity, while T cell receptor (TCR) signaling and interleukin-2 (IL-2)/STAT5 activation support the suppressive effector function of Treg cells, but how these regulators synergize to control Treg cell homeostasis and function remains unclear. Here we show that TCR-activated posttranslational modification by O-linked N-Acetylglucosamine (O-GlcNAc) stabilizes FOXP3 and activates STAT5, thus integrating these critical signaling pathways. O-GlcNAc-deficient Treg cells develop normally but display modestly reduced FOXP3 expression, strongly impaired lineage stability and effector function, and ultimately fatal autoimmunity in mice. Moreover, deficiency in protein O-GlcNAcylation attenuates IL-2/STAT5 signaling, while overexpression of a constitutively active form of STAT5 partially ameliorates Treg cell dysfunction and systemic inflammation in O-GlcNAc deficient mice. Collectively, our data demonstrate that protein O-GlcNAcylation is essential for lineage stability and effector function in Treg cells.

## Abstract (web summary)

The transcription factor Foxp3 and Stat5 modulate lineage stability and function of regulatory T (Treg) cells to promote immune homeostasis. Here the authors show that O-GlcNAcylation of Foxp3 and Stat5, mediated by O-GlcNAc transferase (OGT), is essential for Treg-mediate immune balance, with Treg-specific deficiency of OGT leading to severe autoimmunity.

## Introduction

Regulatory T (Treg) cells are distinct T lymphocytes that control immunological self-tolerance and homeostasis^1,2^. The lineage-defining transcription factor Forkhead box P3 (FOXP3), together with other transcription regulators, induces Treg cell development in the thymus. T-cell receptor (TCR)-derived and interleukin-2 receptor (IL-2R)-derived instructive signals act in two steps to induce the *Foxp3* gene expression in developing Treg cells^3–5^. Deleting or mutating the *Foxp3* gene leads to the scurfy phenotype characterized by multi-organ inflammation in mice^6–8^. In mature Treg cells, continued expression of FOXP3 maintains their lineage identity;^9,10^ however, a small but significant population of Treg cells may lose FOXP3 expression and acquire effector T-cell activities in normal and particularly inflammatory settings^11–13^. Nevertheless, molecular mechanisms controlling FOXP3 protein stability under homeostatic and pathologic conditions are not well understood.

Effector Treg (eTreg) cells are the most biologically potent population of Treg cells^14,15^. Recent studies have demonstrated that pathways that regulate Treg cell development are also required for the formation and function of eTreg cells. Continuous TCR signaling maintains the transcriptional program and suppressive function of eTreg cells, without affecting *Foxp3* gene expression^16,17^. IL-2R and downstream STAT5 signaling are also indispensable for eTreg cell differentiation and function by controlling a distinct set of genes that are separable from those regulated by TCR signaling^18^. It is still unclear how Treg cells integrate these pathways to maintain the suppressive program.

Post-translational modification networks exist in Treg cells to rapidly integrate signals from diverse environmental stimuli to modulate Treg cell function accordingly. In this regard, the FOXP3 protein has been intensively investigated. FOXP3 can be regulated by phosphorylation, acetylation, and ubiquitination in response to environmental changes to modulate its protein stability and DNA-binding ability^19^. In recent years, a novel modification was discovered: O-linked N-Acetylglucosamine (O-GlcNAc) modifies intracellular proteins at serine and threonine residues^20^. O-GlcNAcylation is radically different from other types of glycosylation, and, analogous to phosphorylation, plays a central role in signaling pathways relevant to chronic human diseases including cardiovascular disease, diabetes, neurodegeneration, and cancer^21,22^. The enzymes O-GlcNAc transferase (OGT) and O-GlcNAcase (OGA) mediate the addition and removal of O-GlcNAc, respectively. We and others have demonstrated that O-GlcNAc signaling acts as a hormone and nutrient sensor to control many biological processes such as gene transcription, protein stability, and cell signaling^23–26^.

Earlier studies have shown that T cells express and upregulate O-GlcNAcylation upon immune activation^27^. T cell-specific ablation of OGT resulted in an increase of apoptotic T cells^28^, and blocked T cell progenitor renewal, malignant transformation and peripheral T cell clonal expansion^29^. These data demonstrate that protein O-GlcNAcylation links TCR signaling to T cell differentiation and function; however, the role of O-GlcNAcylation in Treg cells has not been studied.

Here, we demonstrate that protein O-GlcNAcylation is abundant, and is functionally important in Treg cells by modifying FOXP3 and STAT5. Selective ablation of OGT in Treg cells leads to an aggressive autoimmune syndrome in mice as a result of Treg lineage instability and eTreg cell deficiency. On the other hand, pharmacological elevation of protein O-GlcNAcylation enhances the suppressive activity of human Treg cells, which will provide insights to help us better manipulate these cells in patients to treat diseases such as autoimmune disorders, transplant rejection and cancer.

## Results

### FOXP3 is modified and stabilized by O-GlcNAcylation

TCR-activated protein O-GlcNAcylation is critical for T-cell development and function^29^. We found that, similar to CD4^+^CD25^−^ naïve T cells, CD4^+^CD25^+^FOXP3^+^ Treg cells displayed abundant expression of OGT and global protein O-GlcNAcylation (Fig. 1a, b), implying a potential role of O-GlcNAcylation in Treg cells. Consistent with findings in T cells, TCR activation further promoted protein O-GlcNAcylation in Treg cells ex vivo (Fig. 1c). We also stimulated naïve T cells with TGFβ to generate induced Treg (iTreg) cells in vitro. Compared with cells only treated with anti-CD3/CD28 beads, iTreg cell showed increased levels of the *Ogt* gene expression and global protein O-GlcNAcylation (Supplementary Fig. 1A, B). These data indicate that TCR activates protein O-GlcNAcylation in Treg cells.

**Fig. 1:**
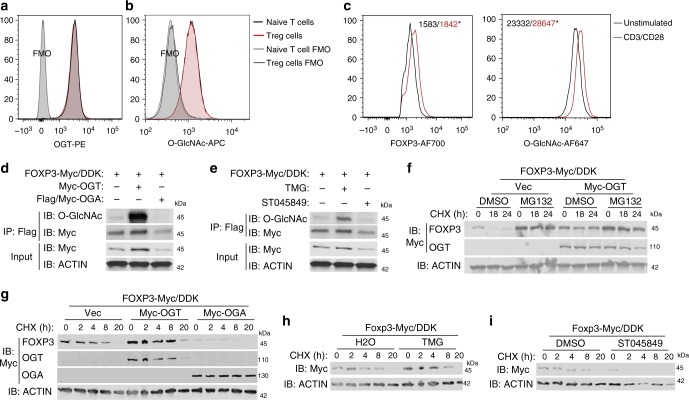
O-GlcNAc-cycling enzymes regulate FOXP3 stability in vitro. **a**, **b** Mean fluorescence intensity (MFI) of OGT (**a**) and O-GlcNAcylation (**b**) in CD4^+^CD25^−^naïve T cells, CD4^+^CD25^+^FOXP3^+^ Treg cells and corresponding Fluorescence Minus One (FMO) negative controls. **c** Treg cells isolated from wildtype mice were stimulated with or without anti-CD3/CD28 beads for 24 h ex vivo (*n* = 3). MFI of FOXP3 and O-GlcNAcylation was analyzed in CD4^+^CD25^+^ FOXP3^+^ Treg cells. **d**, **e** HEK 293 cells were transfected FOXP3 together with OGT or OGA (**d**) or treated with inhibitors of OGT (ST045849) or OGA (TMG) (**e**). FOXP3 O-GlcNAcylation was determined by immunoprecipitation followed by western blotting. **f** FOXP3 stability was determined by treatment of cycloheximide (CHX) in combination with MG132 with or without OGT overexpression, DMSO was used as a control for MG132. **g**–**i** FOXP3 stability was determined in the presence of OGT/OGA overexpression (**g**), TMG (**h**), or ST045849 (**i**). Data are shown as mean ± s.e.m. *p < 0.05 by unpaired student’s *t*-test

The FOXP3 protein is subjected to various posttranslational modifications that are required for lineage maintenance and suppressive function^19^. Thus, we sought to test whether the FOXP3 protein itself could be modified by O-GlcNAcylation. FOXP3 O-GlcNAcylation could be detected when ectopically expressed in human embryonic kidney (HEK) 293 cells (Fig. 1d). OGT overexpression increased levels of total and O-GlcNAcylated FOXP3, while OGA decreased FOXP3 protein expression and its O-GlcNAcylation (Fig. 1d). Similarly, levels of total and O-GlcNAcylated FOXP3 were increased when OGA was inhibited by Thiamet-G (TMG); in contrast, inhibition of OGT by ST045849 decreased both total and O-GlcNAcylated FOXP3 (Fig. 1e). FOXP3 protein degradation induced by the protein synthesis inhibitor cycloheximide (CHX) could be prevented by the proteasome inhibitor MG132 (Fig. 1f), indicating that FOXP3 was degraded through a ubiquitin/proteasome-dependent pathway. OGT overexpression or OGA inhibition increased FOXP3 stability (Fig. 1f-h), while OGA overexpression or OGT inhibition destabilized FOXP3 (Fig. 1g, i). The ubiquitin ligase STUB1 and the deubiquitinase USP7 have been reported to control FOXP3 polyubiquitination and degradation^30,31^. STUB1 overexpression reduced FOXP3 levels, which could not be further decreased by OGA. When USP7 was present, OGT could not further increase FOXP3 protein levels (Supplementary Fig. 1C). These data suggest that O-GlcNAcylation may counteract ubiquitination to stabilize FOXP3 protein.

We then sought to determine whether O-GlcNAcylation controls FOXP3 protein stability in Treg cells. CD4^+^CD25^+^ Treg cells from inducible OGT knockout (KO) mice (*Ubc-Cre/ERT2*^*+*^*Ogt*^*fl/Y*^) were isolated and expanded ex vivo in the presence of anti-CD3/CD28 antibodies and recombinant IL-2. 4-Hydroxytamoxifen (4-OHT) treatment in wildtype cells had no adverse effect on protein O-GlcNAcylation, FOXP3 expression, or Treg cell number (Supplementary Fig. 2A-C). In *Ubc-Cre/ERT2*^*+*^*Ogt*^*fl/Y*^ cells, however, 4-OHT reduced global O-GlcNAcylation (Supplementary Fig. 2D), FOXP3 protein abundance on a per-cell basis (Fig. 2a, b), and frequencies of CD4^+^CD25^+^ (Supplementary Fig. 2E) and CD4^+^FOXP3^+^ Treg cells (Fig. 2c, d), demonstrating that loss of O-GlcNAcylation destabilizes FOXP3 protein in Treg cells ex vivo.

**Fig. 2:**
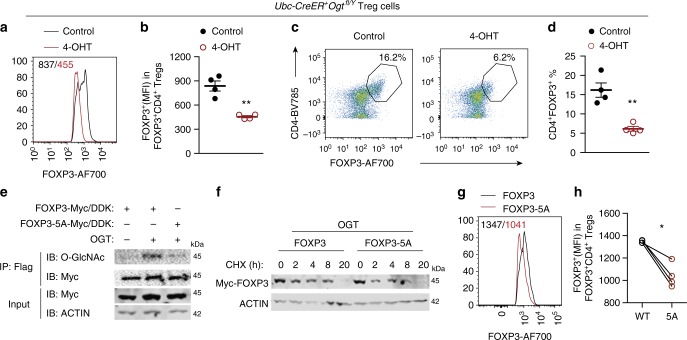
O-GlcNAcylation stabilizes the FOXP3 protein in Treg cells. **a**–**d** Treg cells isolated from *Ubc-CreER*^*+*^*Ogt*^*fl/Y*^ mice were treated with 4-OHT for 3^−^day ex vivo, ethanol was used as the control, *n* = 4 each group. MFI of FOXP3 in CD4^+^FOXP3^+^ Treg cells was analyzed in **a** and quantified in **b**. Representative flow cytometry of CD4^+^ FOXP3^+^Treg cells was plotted in **c** and the frequencies of Treg cells were shown in **d**. **e** FOXP3 or FOXP3-5A were transfected in HEK 293 cells with or without OGT. FOXP3 O-GlcNAcylation was determined by immunoprecipitation followed by Western blotting. **f** FOXP3 and FOXP3-5A stability was determined by treatment of CHX in the presence of OGT overexpression. **g**, **h** CD4^+^CD25^−^ naïve T cells isolated from wildtype mice were infected with retroviruses expressing FOXP3 or FOXP3-5A in the presence of anti-CD3/CD28 beads (*n* = 4). MFI of FOXP3 was analyzed (**g**) and quantified (**h**) in CD4^+^FOXP3^+^ Treg cells. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01 by unpaired student’s *t*-test (**b**, **d**) and paired student’s *t*-test (**h**)

To identify sites of FOXP3 O-GlcNAcylation, Flag-tagged FOXP3 was expressed in HEK 293 cells together with OGT, immunopurified with anti-Flag beads, trypsin digested, and analyzed by liquid chromatography with tandem mass spectrometry (LC-MS/MS) using electron transfer dissociation (ETD). Multiple O-GlcNAcylation sites were identified (Supplemental Data 1). Mutating 5 of these sites, including Thr38, Ser57, Ser58, Ser270, and Ser273, to alanine (5A) on the FOXP3 protein significantly blunted its O-GlcNAcylation level (Fig. 2e), reduced its stability (Fig. 2f), and ablated its transcriptional suppression activity induced by OGT (Supplementary Fig. 2F). We then retrovirally transduced FOXP3 and FOXP3-5A into CD4^+^CD25^−^ conventional T cells and flow cytometric analyses of transduced cells showed that the protein expression level of FOXP3-5A was much lower than that of wildtype FOXP3 (Fig. 2g, h). These results indicate that O-GlcNAcylation is required to stabilize FOXP3.

### OGT-deficiency in Treg cells leads to a scurfy phenotype

To directly examine whether OGT regulates mature Treg cell function in vivo, we generated mice with Treg cell-specific deletion of OGT by using Cre recombinase driven by the endogenous *Foxp3* locus (*Foxp3*^*YFP−Cre*^) to delete the *lox*P-flanked *Ogt* gene after FOXP3 was expressed in Treg cells. Of note, the *Foxp3* and *Ogt* genes are located about 40 centimorgans apart on the X Chromosome; thus, we were able to successfully obtain KO mice. Protein O-GlcNAcylation was specifically diminished in Treg cells but not non-Treg CD4^+^ T, CD8^+^ T, B, or natural killer cells (Supplementary Fig. 3A). Compared to *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ control mice, *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ male KO mice progressively developed systemic autoimmune lesions including conjunctivitis, dermatitis, hunched posture (Fig. 3a), extensive lymphadenopathy and splenomegaly (Fig. 3b), and loss of body weight (Fig. 3c). KO male mice became moribund at approximately 4 weeks of age (Fig. 3d), and massive lymphocytic infiltration could be seen in colon epithelium, skin epidermis, liver sinusoids, and lung interstitium (Fig. 3e).

**Fig. 3:**
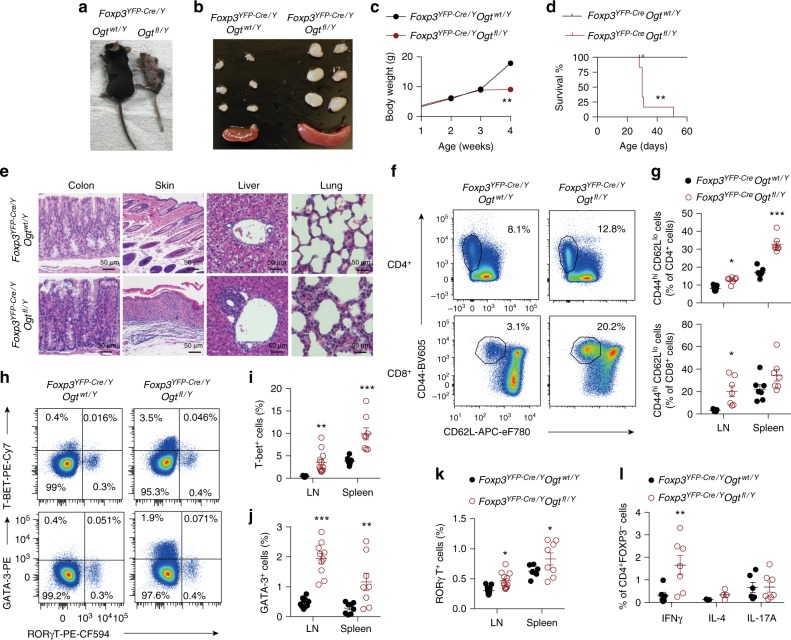
OGT-deficiency in Treg cells leads to a scurfy phenotype in male mice. **a**, **b** Representative images of 4-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice (**a**) and peripheral LNs and spleen (**b**). **c**, **d** Body weight curve (**c**, *n* = 5) and survival curve (**d**, *n* = 6) of *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice. **e** Representative images of H&E staining of the colon, skin, liver, and lung from 4-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice. **f**, **g** Representative flow cytometry plots showing CD44^hi^CD62L^lo^ effector T cells among CD4^+^ (top) and CD8^+^ (bottom) T cells in the LNs (**f**) and quantification of the frequencies in the LNs and spleen of 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, at least *n* = 6 each group (**g**). **h**–**k** Representative flow cytometry plots showing T-BET^+^, GATA3^+^ and RORγT^+^ cells among CD4^+^ T cells in the LNs (**h**) and quantification of the frequencies of T-BET^+^ cells (**i**), GATA3^+^ cells (**j**) and RORγT^+^ cells (**k**) in the LNs and spleen of 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice were shown, *n* = 8 each group. **l** Frequencies of IFNγ^+^, IL-4^+^ and IL-17A^+^ cells in CD4^+^FOXP3^-^ T cells stimulated with PMA/lonomycin in the LNs of 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, at least *n* = 3 each group. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by unpaired student’s *t*-test (**c**, **g**, and **i**–**l**) and Kaplan-Meier Analysis (**d**)

We then analyzed the lymphocyte compartment at the age of 2 weeks, before an autoimmune phenotype was overtly apparent. The absolute numbers of CD4^+^ and CD8^+^ T cells were increased in the lymph nodes (LNs) of *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice (Supplementary Fig. 3B). The percentage of effector/memory cells (CD44^hi^CD62L^lo^) within the CD4^+^ and CD8^+^ compartments were consistently higher in both the LNs and the spleen of *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ KO mice than those in *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ controls (Fig. 3f, g). B cell frequency in the LNs and levels of IgG, IgM, and free kappa and lambda chains in the serum were upregulated in KO mice (Supplementary Fig. 3C, D). Moreover, the frequencies and absolute numbers of CD4^+^ subsets including T helper (Th) 1, Th2, and Th17 were all increased (Fig. 3h-k and Supplementary Fig. 3E-G). However, we could only observe significantly increased expression of interferon-γ (IFNγ) in CD4^+^FOXP3^−^ T cells in *Foxp3*^*YFP−Cre/Y*^ *Ogt*^*fl/Y*^ KO mice (Fig. 3l). Expression of IL-4, IL-5, IL-13, and IL-17 remained unchanged (Fig. 3l and Supplementary Fig. 3H, I). These observations reveal an excessive Th1-dominant inflammatory response in *Foxp3*^*YFP−Cre/Y*^ *Ogt*^*fl/Y*^ mice.

### O-GlcNAcylation stabilizes the Treg cell lineage

We then sought to characterize Treg cells directly. 2-week-old mice showed no difference in the Treg cell frequency among CD4^+^TCRβ^+^ cells in the LNs or spleen (Fig. 4a, b). The absolute number of Treg cells in the LNs of *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice even surpassed those in *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ controls (Supplementary Fig. 4A, B). In the thymus, we did not observe any reduction in the frequency or number of Treg cells (Supplementary Fig. 4C, D). In addition, there was no difference in Treg cell proliferation or apoptosis between *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ mice, shown by Ki-67 and Annexin V staining, respectively (Supplementary Fig. 4E, F). These data suggest that OGT is dispensable for the development of thymic Treg cells.

**Fig. 4:**
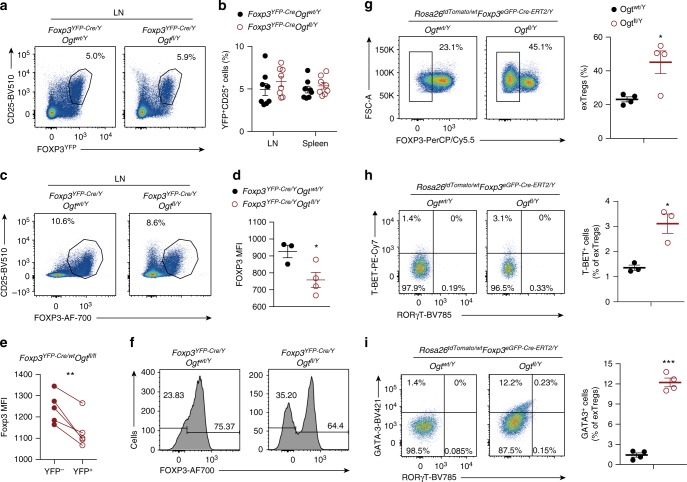
Protein O-GlcNAcylation stabilizes the Treg cell lineage. **a**, **b** Flow cytometry of YFP^+^CD25^+^ cells among CD4^+^ T cells in the LNs (**a**) and frequencies of YFP^+^CD25^+^ cells in the LNs and spleen from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, *n* = 8 each group (**b**). **c**, **d** Flow cytometry of FOXP3^+^CD25^+^ cells among CD4^+^ T cells (**c**) and MFI of FOXP3 in FOXP3^+^CD25^+^ Treg cells (**d**, *n* = 3–4) in the LNs from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice. **e** MFI of FOXP3 in OGT-sufficient and -deficient Treg cells in the LNs from *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/fl*^ mice, *n* = 5. **f** Histogram of FOXP3 expression in CD4^+^CD25^+^YFP^+^ Treg cells in the LNs from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, *n* = 6 each group. **g** Flow cytometry and quantification of the frequencies of Td-tomato^+^GITR^+^FOXP3^−^ ex-Treg cells among CD4^+^ T cells in the LNs from *Foxp3*^*eGFP-Cre-ERT2/Y*^ *Ogt*^*wt/Y*^ *Rosa26*^*tdTomato/wt*^ and *Foxp3* ^*eGFP-Cre-ERT2/Y*^ *Ogt*^*fl/Y*^ *Rosa26*^*tdTomato/wt*^ mice, *n* = 4. **h**, **i** T-BET^+^, GATA3^+^ and RORγT^+^ cells among ex-Treg cells in the LNs from *Foxp3*^*eGFP-Cre-ERT2/Y*^ *Ogt*^*wt/Y*^ *Rosa26*^*tdTomato/wt*^ and *Foxp3* ^*eGFP-Cre-ERT2/Y*^ *Ogt*^*fl/Y*^ *Rosa26*^*tdTomato/wt*^ mice, *n* = 3–4. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by unpaired (**b**, **d**, **g**–**i**) and paired (**e**) student’s *t*-test

Similar to findings in induced *Ubc-Cre/ERT2*^*+*^*Ogt*^*fl/Y*^ cells ex vivo (see Fig. 2a-d), Treg cells from 2-week-old *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ KO mice had less FOXP3 protein expression than those from control mice (Fig. 4c, d). Treating isolated Treg cells from *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice with CHX, we were able to find decreased FOXP3 protein stability in OGT-deficient Treg cells (Supplementary Fig. 4G). In adult *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/fl*^ female mice, in which OGT-sufficient (YFP^-^) and OGT-deficient (YFP^+^) Treg cells co-existed because of random inactivation of the X chromosome, YFP^+^ OGT-deficient Treg cells displayed similar abundance as those YFP^+^ OGT-sufficient Treg cells in *Foxp3*^*YFP-Cre/wt*^*Ogt*^*wt/fl*^ females (Supplementary Fig. 4H). In *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/fl*^ females, FOXP3 expression was lower in OGT-deficient Treg cells than in OGT-sufficient Treg cells (Fig. 4e). These data demonstrate that OGT is required for FOXP3 protein stability in Treg cells.

Continuous expression of FOXP3 maintains the Treg cell identity. In *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ KO mice, a significant proportion of YFP^+^CD25^+^ cells lost FOXP3 expression when compared to their *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ counterparts (Fig. 4f), suggesting that OGT-deficient cells tend to become the so-called ex-Treg cells or latent Treg cells^12^. To directly trace the *Foxp3* lineage, we crossed inducible *Foxp3*^*eGFP-Cre-ERT2/Y*^*Ogt*^*fl/Y*^ mice to the *Rosa26*^*tdTomato*^ Cre-reporter line, in which a *loxP*-flanked STOP cassette preventing transcription of the tdTomato protein was inserted into the *Rosa26* locus^32^. Tamoxifen-containing diet feeding induced Treg cell-specific ablation of protein O-GlcNAcylation (Supplementary Fig. 5A) and progressive systemic inflammation in *Foxp3* ^*eGFP-Cre-ERT2/Y*^ *Ogt*^*fl/Y*^ *Rosa26*^*tdTomato/wt*^ mice (Supplementary Fig. 5B-E). Gating on the CD4^+^GITR^+^tdTomato^+^ population, we found that more FOXP3^-^tdTomato^+^ ex-Treg cells emerged in *Foxp3* ^*eGFP-Cre-ERT2/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*tdTomato/wt*^ KO mice than in *Foxp3* ^*eGFP-Cre-ERT2/Y*^ *Ogt*^*wt/Y*^ *Rosa26*^*tdTomato/wt*^ controls (Fig. 4g). These ex-Treg cells were prone to express the Th1 transcription factor T-BET and the Th2 transcription factor GATA3, but not the Th17 transcription factor RORγT (Fig. 4h, i). These results show that OGT-mediated protein O-GlcNAcylation contributes to the maintenance of Treg lineage stability.

### O-GlcNAc is indispensable for the effector Treg development

In mature Treg cells, IL-2 and TCR signaling are not only required for lineage stability, but also for suppressive function, partially via the AKT-mTOR axis^33^. The intensity of ribosomal protein S6 phosphorylation but not AKT S473 phosphorylation was decreased in OGT-deficient Treg cells (Supplementary Fig. 6A), suggesting a mTORC1-specific defect. An in vitro assay of Treg’s ability to abrogate lymphocyte proliferation did not reveal any difference between OGT-sufficient and OGT-deficient cells (Supplementary Fig. 6B), indicating that OGT is only indispensable for part of the immune functions regulated by Treg cells and/or compensatory mechanisms may be evolved. Nonetheless, in *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, we found that the abundance of CD44^hi^CD62L^lo^ effector Treg (eTreg) cells was significantly lower than *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ counterparts (Fig. 5a). Strikingly, eTreg cells that express signature effector molecules such as KLRG1^34^, PD-1^35^, and CD73^36^ were almost eliminated in *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice (Fig. 5b-d).

**Fig. 5:**
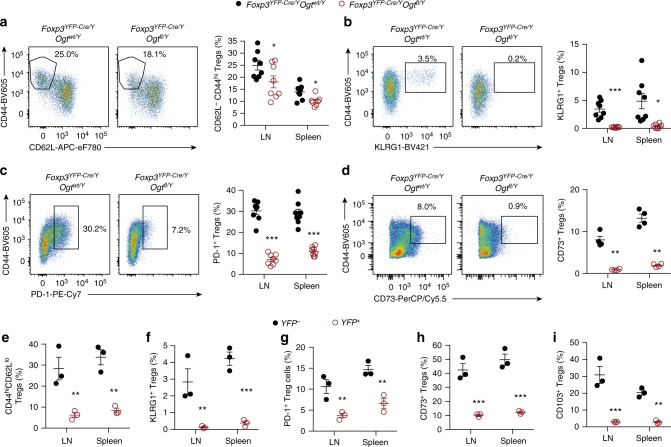
O-GlcNAcylation is required for the effector differentiation of Treg cells. **a**–**d** Frequencies of CD44^hi^CD62L^lo^ (**a**), CD44^+^KLRG1^+^ (**b**), CD44^+^PD-1^+^ (**c**), and CD44^+^CD73^+^ (**d**) cells among YFP^+^CD25^+^ Treg cells in the LNs and spleen from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^ and *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice, at least *n* = 4 each group. **e**–**i** Frequencies of indicated cell populations among YFP^−^OGT-sufficient and YFP^+^ OGT-deficient CD4^+^TCRβ^+^CD25^+^GITR^+^ Treg cells in the LNs and spleen from *Foxp3*^*YFP-Cre/wt*^ *Ogt*^*fl/fl*^ mice, *n* = 3 each group. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by unpaired student’s *t*-test

*Foxp3*^*YFP-Cre/wt*^ *Ogt*^*fl/fl*^ female mice were devoid of autoimmune defects (Supplementary Fig. 6C, D), since they possessed both OGT-sufficient (YFP^−^) and OGT-deficient (YFP^+^) Treg cells because of random inactivation of the X chromosome. Nevertheless, we could observe significant reductions in the abundance of CD44^hi^CD62L^lo^, KLRG1^+^, PD-1^+^, CD73^+^, and CD103^+^ eTreg cells when comparing YFP^+^ OGT-deficient to YFP^-^ OGT-sufficient cells in the same *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/*fl^ mice (Fig. 5e-i). Similar reductions in eTreg signature molecules could be observed when comparing YFP^+^ Treg cells between *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/*fl^ and *Foxp3*^*YFP-Cre/wt*^*Ogt*^*wt/fl*^ mice (Supplementary Fig. 6E-I). These data indicate a cell-intrinsic loss of effector molecules in OGT-deficient Treg cells.

### Attenuated IL-2/STAT5 signaling in OGT-deficient Treg cells

It seemed unlikely to us that the mild downregulation of FOXP3 protein stability could account for the absence of eTreg cell formation, as FOXP3 binds to the same set of regulatory elements in both resting Treg cells and eTreg cells^37^. 

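RNA was sequenced from YFP+ Treg cells of 6 female mice, 3 carrying *Ogt* wt/fl (OGT-sufficient) and 3 carrying *Ogt* fl/fl (OGT-deficient). In these females the YFP-Cre fusion lies on 1 of the 2 X chromosomes, so YFP marks the Treg cells that express Cre. The paper's text does not state whether the floxed allele of the *Ogt* wt/fl mice lies on the chromosome with Cre, so the OGT status of their YFP+ cells is taken from the paper's naming. *Ogt* RNA was lower in the *Ogt* fl/fl samples without overlap (log2 fold change -1.21, standard error 0.21). This argues against an equal loss of *Ogt* in both groups, but does not show where the allele lies in each mouse. Cells were enriched with CD4 beads and sorted on YFP. The authors trimmed the paired-end reads with Trimmomatic, aligned them with bowtie2, quantified genes with Cuffquant and tested them with EdgeR. They deposited a whole number per gene symbol for each mouse, taken here as a count without normalization, together with the p-value and fold change of their own test. The paper names no genome build, annotation or strand setting, so no coordinates are given here. The table lists 24420 genes, of which 4710 have no count in any sample. The total count was 3954698, 3829220 and 3375454 in OGT-sufficient replicates 1, 2 and 3. It was 3714648, 4059010 and 4103552 in OGT-deficient replicates 1, 2 and 3. A single ribosomal RNA gene, *Rn45s*, took between 24.2% and 37.1% of each total. Between 14412 and 15197 genes had a count in 5 of the samples, against 18346 in OGT-sufficient replicate 3. Counts were scaled by edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment. The test covered the 10949 genes that passed edgeR's low-count filter at a minimum count of 10. The median biological coefficient of variation between replicates was 0.159. Levels are given as CPM, the count relative to the TMM-scaled library size, as mean ± SD over n = 3 mice. An exact permutation test of 3 mice against 3 cannot give a two-sided p under 0.1.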

To gain comprehensive insight into the OGT-dependent transcriptional program in Treg cells, we performed RNA-sequencing of isolated YFP^+^ Treg cells from *Foxp3*^*YFP-Cre/wt*^*Ogt*^*wt/fl*^ and healthy *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/fl*^ females to avoid secondary changes in gene expression caused by inflammation. 

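*Ogt*, the targeted gene, had 562, 632 and 957 counts in OGT-sufficient replicates 1, 2 and 3, and 327, 266 and 368 in OGT-deficient replicates 1, 2 and 3. Its level fell from 190 ± 53.7 CPM (SD, n = 3) to 82.4 ± 14.6 CPM (SD, n = 3), a log2 fold change of -1.21 (standard error 0.21). The adjusted p was 0.191 by edgeR's quasi-likelihood test, and ranged from 1.6e-05 to 0.764 over the alternative settings. Every OGT-deficient sample lay below every OGT-sufficient sample. At an unadjusted p under 0.01, 202 genes differed between the groups, 105 lower and 97 higher in OGT-deficient Treg cells. The alternative that moved this count most was testing every gene with any count, which gave 431. After adjustment, 3 genes passed an FDR of 0.1 and 2 passed 0.05, against 777 genes at an unadjusted p under 0.05. These 3 were *Ttn* with a log2 fold change of -1.48 (adjusted p = 0.0129), *Il18rap* with -1.74 (0.0837) and *Myo6*, which overlaps another gene in the annotation, with 1.56 (0.0210). Over the alternative settings their adjusted p reached 0.260, 0.715 and 0.282. With a correction for transcript length and GC content, chosen after seeing the data, *Ttn* moved to -1.08 (0.180) and *Il18rap* to -1.71 (0.112), so neither passed. Without OGT-deficient replicate 2 or without OGT-deficient replicate 3, 0 genes passed an FDR of 0.1, and 9 passed without OGT-sufficient replicate 3. In the authors' deposited table, 269 genes have an unadjusted p under 0.01. Of these, 55 were not tested here, and 162 of the other 214 also had an unadjusted p under 0.01 here. Among eTreg markers, *Klrg1* fell from 8.87 ± 2.77 to 2.39 ± 1.02 CPM (SD, n = 3 each). *S100a4* fell from 29.1 ± 2.73 to 13.9 ± 2.78 CPM and *Gzmb* from 6.20 ± 2.12 to 1.63 ± 1.07 CPM. *Ccr2* fell from 26.3 ± 2.79 to 10.9 ± 1.51 CPM. Their log2 fold changes were -1.88, -1.06, -1.91 and -1.26, with standard errors of 0.39, 0.19, 0.48 and 0.18. In each of the 4 genes the samples of the 2 groups did not overlap. None passed an FDR of 0.1 over all genes tested, where the lowest adjusted p of the 4 was 0.159 for *Ccr2*. Over the alternative settings the adjusted p ranged from 0.0033 to 0.935 for *Klrg1*, from 0.0019 to 0.837 for *S100a4*, from 0.030 to 0.997 for *Gzmb* and from 4.6e-05 to 0.715 for *Ccr2*. All 4 passed an FDR of 0.1 with edgeR's exact test and without a low-count filter. All 4 passed when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. As a set, limma's fry gave 0.0031 unadjusted and an adjusted p = 0.013 over 17 gene lists, which is not independent evidence for the same reason. Their mean log2 fold change was -1.53, and it stayed between -1.80 and -1.34 with each replicate left out.

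**Figure D1:**
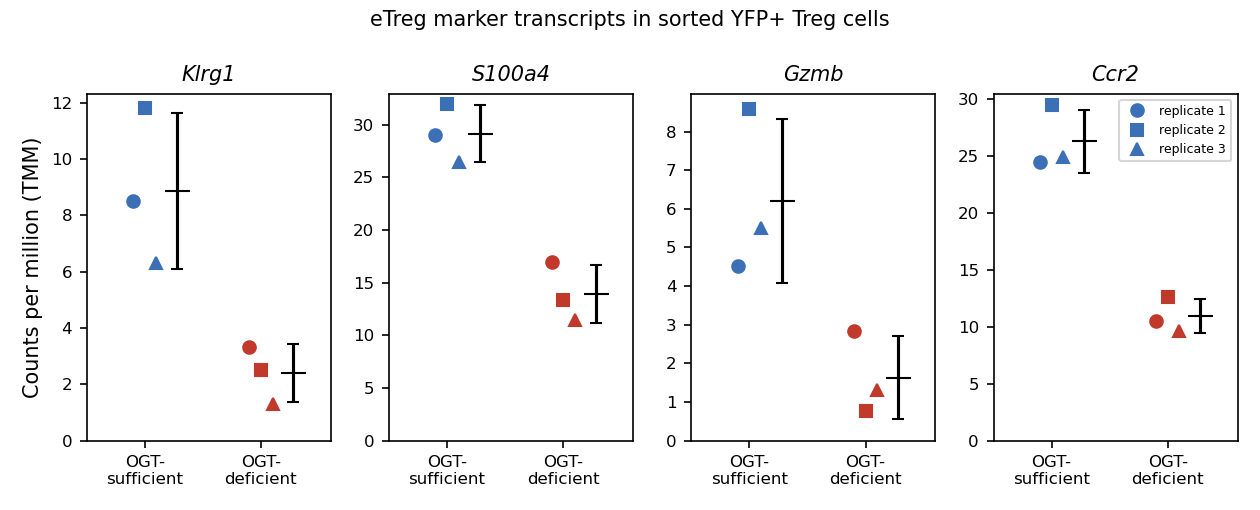
CPM after TMM scaling (y axis) of 4 eTreg marker transcripts in each OGT-sufficient and OGT-deficient sample. Symbols mark the replicate number, and the black dash and bar give the mean and SD of 3 mice. In each gene the 3 OGT-deficient samples sit below the 3 OGT-sufficient samples.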

We were able to identify 269 differentially expressed genes including 154 downregulated and 115 upregulated with p values less than 0.01 (Fig. 6a). eTreg cell markers such as *klrg1*, *S100a4*, *Gzmb*, and *Ccr2* were downregulated by the loss of O-GlcNAcylation (Fig. 6a). The transcription factor B lymphocyte-induced maturation protein (BLIMP)-1 is common to all eTreg cells^38^, and we found that BLIMP-1-upregulated genes were enriched in OGT-sufficient Treg cells, while BLIMP-1-downregulated genes were enriched in OGT-deficient Treg cells (Fig. 6b, c), suggesting that OGT maintains a transcriptional program similar to that of BLIMP-1^+^ eTreg cells. 

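The ranking behind such an enrichment plot was recomputed as the signal-to-noise ratio of each gene, the difference of the group means over the sum of the group SDs, with each SD set to at least 0.2 of its mean. With counts scaled to the library total, 13043 of the 24420 genes had a positive ratio, which means a higher mean in OGT-sufficient Treg cells. The ratio was negative for 6667 genes and exactly 0 for the 4710 genes without a count. The number of positive genes depended on OGT-sufficient replicate 3, without which it was 7382. Among the genes that pass the low-count filter, 6580 were positive, which is 60.1% of them. *Prdm1*, which encodes BLIMP-1, had a ratio of 0.542 and rank 2180. Its level was 17.1 ± 5.98 CPM (SD, n = 3) in OGT-sufficient and 13.3 ± 3.11 CPM (SD, n = 3) in OGT-deficient Treg cells. Its log2 fold change of -0.36 (standard error 0.30) was within the spread between replicates (adjusted p = 0.838, edgeR's quasi-likelihood test). The members of the 2 BLIMP-1 gene sets were not analysed here.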

Ingenuity Pathway Analysis (IPA) identified 9 potential upstream regulators which were all predicted to be inhibited, and the top one was IL-2 (Fig. 6d). 

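The transcripts of the 9 regulators themselves were mostly low or little changed in the same samples. The paper drew its prediction from changes across the expression data. A regulator's own transcript level therefore does not test whether that regulator was inhibited. *Il2* had at most 1 count in each sample and *Il23a* at most 1, so neither was detectable at this depth. *Bmp2* had between 0 and 4 counts per sample and was not tested. *Zbtb16* had 8, 8 and 44 counts in the OGT-sufficient samples and 3, 3 and 0 in the OGT-deficient samples, which makes it at least 6.85-fold lower. Without OGT-sufficient replicate 3 it was at least 2.78-fold lower. It was not tested either, and it overlaps another gene in the annotation. *Tgfb1* was at 139 ± 38.9 CPM (SD, n = 3) in OGT-sufficient and 139 ± 23.5 CPM (SD, n = 3) in OGT-deficient Treg cells. *Syk* (log2 fold change -0.19, standard error 0.22) and *Il18* (0.11, standard error 0.38) were within the spread between replicates. *Il18* overlaps other genes, and its sign changed in several alternative settings. With the level of a list of macrophage genes as a covariate its log2 fold change was -0.31. RNA of macrophages, which may vary between these samples, was not separated from that of Treg cells in the levels given here. *Il1b*, which overlaps an antisense gene, had a log2 fold change of -1.002 (standard error 0.63), which became 0.17 without OGT-sufficient replicate 1. *Csf1* fell from 13.0 ± 2.21 to 6.76 ± 0.978 CPM (SD, n = 3 each), a log2 fold change of -0.94 (standard error 0.23, adjusted p = 0.385, edgeR's quasi-likelihood test), with no overlap between the groups. Of the 5 regulators tested, 0 passed an FDR of 0.1 and 1 had an unadjusted p under 0.05.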

To evaluate the responsiveness of Treg cells to IL-2, we treated mice with immune complexes consisting of mouse IL-2 and anti-IL-2 antibody to expand eTreg cells (Supplementary Fig. 7A)^34,39^. IL-2 immune complex treatment moderately enlarged the LNs and spleen but did not change total protein O-GlcNAcylation in Treg cells (Supplementary Fig. 7B, C), suggesting that IL-2 does not directly regulate O-GlcNAc signaling. However, protein O-GlcNAcylation was required for IL-2-stimulated development of eTreg cells, as the expansion of KLRG1^+^, GZMB^+^, and BLIMP-1^+^ eTreg populations was absent in OGT-deficient Treg cells (Fig. 6e-j and Supplementary Fig. 7D). The increase in the expression of CD25 and IL-10 induced by IL-2 in OGT-sufficient cells was also inhibited when OGT was deleted (Supplementary Fig. 7E, F).

**Fig. 6:**
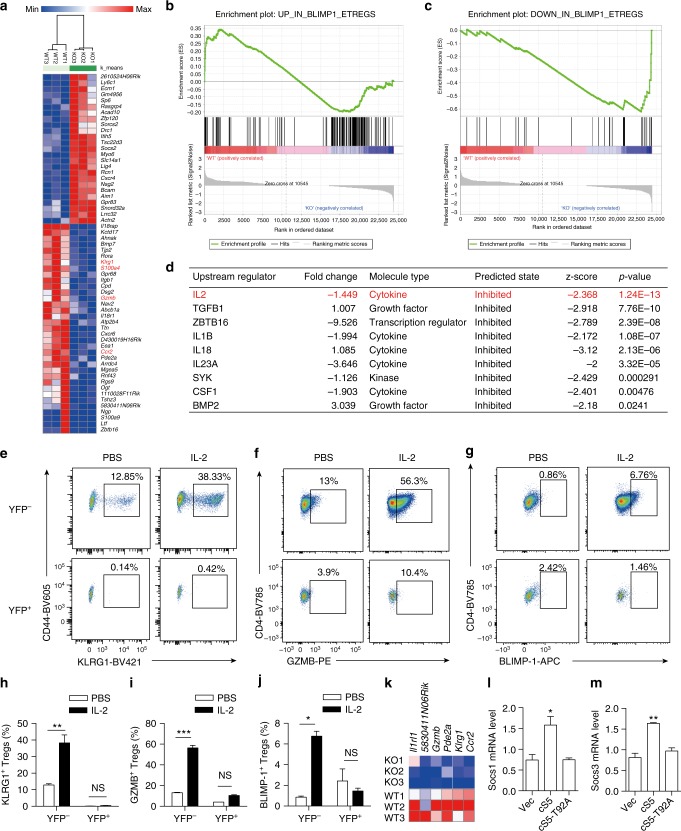
Attenuated IL-2/STAT5 signaling in OGT-deficient Treg cells. **a** Hierarchical clustering of top differentially expressed genes (60 genes with FDR q values less than 0.1) between OGT-sufficient and OGT-deficient Treg cells using Morpheus. **b**, **c** Enrichment plots for up-regulated (**b**) and down-regulated (**c**) genes in Blimp1^+^ eTreg cells from the Gene Set Enrichment Analysis (GSEA) of differentially expressed genes between OGT-sufficient and OGT-deficient Treg cells. **d** Ingenuity Pathway Analysis (IPA) of predicted upstream regulators for observed changes in gene expression. **e**–**j** *Foxp3*^*YFP-Cre/wt*^ *Ogf*^*fl/fl*^ female mice were injected with PBS or the IL-2 immune complex (*n* = 2–5) for 3 consecutive days and Treg cells were analyzed at day 6. Flow cytometry of CD44^+^KLRG1^+^(**e**), CD4^+^GZMB^+^ (**f**) and CD4^+^BLIMP-1^+^ (**g**) Treg cells among YFP^−^OGT-sufficient and YFP^+^ OGT-deficient Treg cells (CD4^+^CD25^+^GITR^+^) in LNs and spleen and corresponding frequencies in **h**–**j**. **k** Expression of STAT5-target genes in OGT-sufficient and OGT-deficient Treg cells. **l**–**m** mRNA levels of *Socs1* (**l**) and *Socs3* (**m**) in OGT-sufficient Treg cells after retrovirus infection as indicated, *n* = 3 each group. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by two-way ANOVA (**h**–**j**) and one-way ANOVA (**l**, **m**)

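Of the 60 genes drawn in Fig. 6a, 35 are shown as lower and 25 as higher in OGT-deficient Treg cells. The mean CPM of all 60 differed in the direction drawn. The quasi-likelihood test covered 56 of them, and the other 4 had too few counts. All 56 had the drawn direction and 53 had an unadjusted p under 0.01. Over all genes tested, 3 of the 56 passed an FDR of 0.1. Adjusted over the list alone, 56 did, but the study chose the list on these samples, so this is not independent evidence. The samples of the 2 groups did not overlap in 58 of the 60 genes, where chance gives 10% for 3 samples against 3. This count is not independent evidence either, for the same reason. The median log2 fold change was 1.09 over the higher genes and -1.26 over the lower genes tested. Counting the lower genes at the floor of 3 counts with their bounds, the latter was -1.38. With edgeR's exact test in place of the quasi-likelihood test, 54 passed an FDR of 0.1, with DESeq2 35 did, and without a low-count filter 60 did.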

STAT5, acting downstream of IL-2, is indispensable for the formation of KLRG1^+^ terminally differentiated Treg cells and their suppressive function^18,34^. O-GlcNAcylation of STAT5 has been shown to promote its oligomerization and transcriptional activity in cooperation with tyrosine phosphorylation in neoplastic cells^40^. 

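Fig. 6k shows 6 STAT5-target genes, and the 3 not given with the eTreg markers were measured as follows. *Pde2a*, which overlaps a microRNA gene, fell from 41.2 ± 5.23 to 22.0 ± 3.97 CPM (SD, n = 3 each). Its log2 fold change was -0.90 (standard error 0.17, adjusted p = 0.212, edgeR's quasi-likelihood test). *Il1rl1* fell from 29.2 ± 5.72 to 16.9 ± 5.66 CPM (SD, n = 3 each), a log2 fold change of -0.79 (standard error 0.25, adjusted p = 0.565), and the samples of its 2 groups overlapped. *5830411N06Rik* had 6, 5 and 16 counts in the OGT-sufficient samples and 2, 0 and 0 in the OGT-deficient samples. All of its OGT-deficient samples are under the floor of 3 counts, so it was at least 3.09-fold lower, or at least 1.91-fold lower without OGT-sufficient replicate 3. Over the 5 genes tested the median log2 fold change was -1.26, and with *5830411N06Rik* at its bound it was -1.45, or -1.11 without OGT-sufficient replicate 3. On the 5 genes tested, limma's fry gave 0.0042 unadjusted and an adjusted p = 0.014. In the quasi-likelihood test none of the 5 passed an FDR of 0.1 over all genes, and 5 did when adjusted over the list alone. Neither the set test nor the list-alone count is independent evidence. The paper shows these genes as lower in the same samples and does not say how they were chosen. *Pde2a* passed an FDR of 0.1 with DESeq2 (adjusted p = 0.0819), edgeR's exact test (0.0071) and no low-count filter (0.0146), in a range of 0.0071 to 0.715 over the alternative settings. *Il1rl1* passed in none of them. The paper sets the lower level of these genes beside the defective response of the cells to IL-2.

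**Figure D2:**
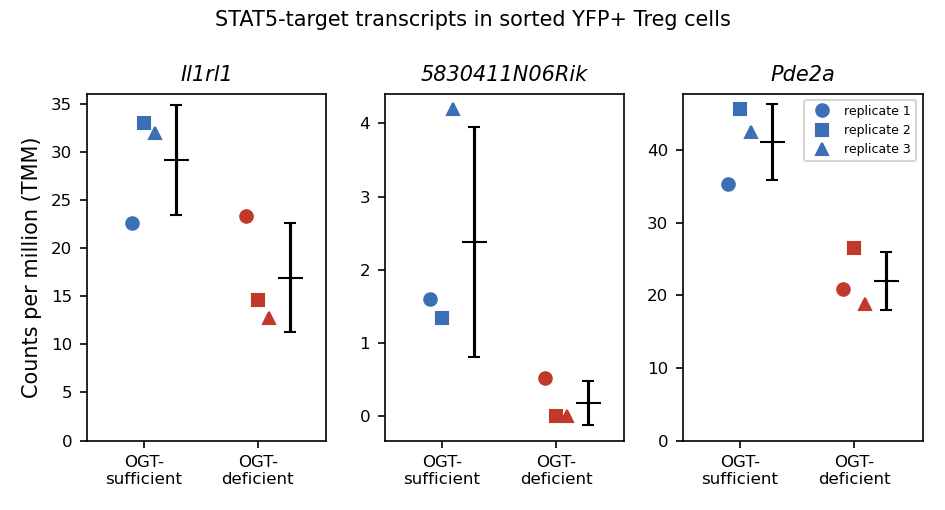
CPM after TMM scaling (y axis) of 3 transcripts of Fig. 6k in each OGT-sufficient and OGT-deficient sample. Symbols mark the replicate number, and the black dash and bar give the mean and SD of 3 mice. OGT-deficient replicate 1 lies within the range of the OGT-sufficient samples for *Il1rl1*, and the groups do not overlap for the other genes.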

Consistent with the defective IL-2 response, many STAT5-target genes were downregulated in OGT-deficient Treg cells (Fig. 6k). However, the IL-2-activated tyrosine phosphorylation of STAT5 (pY-STAT5) in Treg cells was not affected by the loss of OGT (Supplementary Fig. 8A, B), again supporting the notion that O-GlcNAcylation can act independently of tyrosine phosphorylation^40^. O-GlcNAcylation seemed not to regulate the cellular localization of STAT5 either (Supplementary Fig. 8C). Retroviral expression of a constitutively active STAT5A (cS5) in Treg cells increased the expression of the STAT5-target gene *Socs1* and *Socs3*, whereas the O-GlcNAc-deficient cS5-T92A diminished such effect^40^ (Fig. 6l, m). Moreover, in OGT-deficient Treg cells, reconstitution of cS5 but not cS5-T92A increased *Socs1* expression (Supplementary Fig. 8D), suggesting that STAT5 O-GlcNAcylation is important for its transcriptional activity. Collectively, these data demonstrate that the deficiency in protein O-GlcNAcylation results in attenuated IL-2/STAT5 activity in Treg cells.

### STAT5B-CA partially rescues Treg cell dysfunction

Treg cell-specific deletion of OGT resulted in a scurfy phenotype with comparable early onset and disease severity to those observed upon IL-2R or STAT5 ablation^18^. Expression of a constitutively active form of STAT5B-CA partially rescues IL-2R deficient Treg function^18^. We next sought to determine whether STAT5 activation could restore Treg cell function in *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ mice by crossing them to a Cre-inducible line overexpressing STAT5B-CA at the *Rosa26* locus (*Rosa26*^*Stat5b-CA*^)^18^. Remarkably, the *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^*Rosa26*^*Stat5b-CA/wt*^ mice with STAT5B-CA overexpression specifically in OGT-deficient Treg cells alleviated skin inflammation (Fig. 7a), reduced sizes of the LNs and spleen (Fig. 7b), and prolonged lifespan (Fig. 7c), when compared to *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice. Consistent with the role of STAT5 in regulating *Foxp3* transcription and Treg cell development^3,18,41^, FOXP3 protein expression was restored to a level comparable to wildtype mice and the frequency of Treg cells was further increased when STAT5B-CA was present (Fig. 7d, e, and Supplementary Fig. 9A). Meanwhile, the eTreg cell population was significantly boosted to a level comparable to wildtype mice, shown as CD44^hi^CD62L^lo^ (Fig. 7f and Supplementary Fig. 9B) and CD44^+^KLRG1^+^ subsets (Fig. 7g and Supplementary Fig. 9C). However, the expression levels of CD73 and PD-1 on a per-cell basis did not change (Supplementary Fig. 9D), suggesting a partial rescue in the effector function of Treg cells by STAT5B-CA. Moreover, the fraction of YFP^+^ OGT-deficient Treg cells that lost FOXP3 expression as a result of protein instability was substantially inhibited by the presence of STAT5B-CA (Fig. 7h and Supplementary Fig. 9E), indicating that STAT5B-CA also restored Treg lineage stability.

**Fig. 7:**
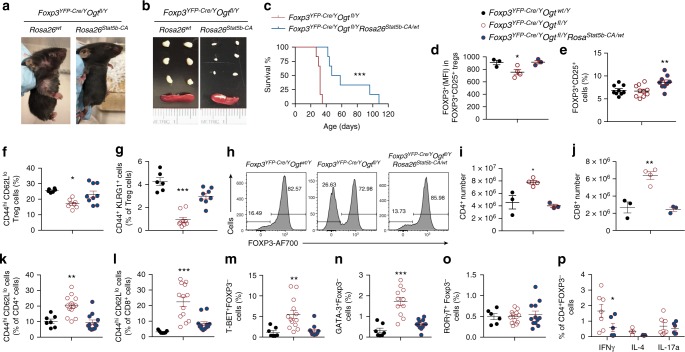
Constitutive activation of STAT5 partially rescues Treg cell dysfunction. **a**, **b** Representative images of mice (**a**) and peripheral LNs and spleen (**b**) from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice. **c** Survival curve of *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice (*n* = 6). **d** MFI of FOXP3 in FOXP3^+^CD25^+^ Treg cells in the LNs from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^, *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice, at least *n* = 3 each group. **e** Frequencies of FOXP3^+^CD25^+^ Treg cells among CD4^+^ T cells, at least *n* = 9 each group. **f**–**g** Frequencies of CD44^hi^CD62L^lo^ (**f**) and CD44^+^KLRG1^+^ (**g**) eTreg cells among FOXP3^+^CD25^+^ Treg cells in the LNs from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^, *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice, at least *n* = 6 each group. **h** Histogram of FOXP3 expression in CD4^+^CD25^+^YFP^+^ Treg cells in the LNs from 2-week-old *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*wt/Y*^, *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice. **i**, **j** Absolute number of CD4^+^ (**i**) and CD8^+^ (**j**) T cells in the LNs, at least n = 3 each group. **k**, **l** Frequencies of CD44^hi^CD62L^lo^ effector T cells in CD4^+^ (**k**) and CD8^+^ cells (**l**), at least *n* = 7 each group. **m**–**o** Frequencies of T-BET^+^ (**m**), GATA3^+^ (**n**) and RORγT^+^ (**o**) populations among CD4^+^FOXP3^−^ cells in the LNs, at least *n* = 6 each group. **p** Frequencies of INFγ, IL-4 and IL-17A-producing CD4^+^FOXP3^−^ cells from *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ and *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ *Rosa26*^*Stat5b-CA/wt*^ mice, at least *n* = 3 each group. Data are shown as mean ± s.e.m. *p < 0.05; **p < 0.01; ***p < 0.001 by Kaplan-Meier Analysis (**c**), unpaired student’s *t*-test (**p**) and one-way ANOVA (**d**–**g**, **i**–**o**)

Accordingly, STAT5B-CA overexpression reduced the number of total CD4^+^ and CD8^+^ T cells (Fig. 7i, j) and the frequency of memory/effector CD4^+^ and CD8^+^ T cells in *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^*Rosa26*^*Stat5b-CA/wt*^ mice (Fig. 7k, l, and Supplementary Fig. 9F). In addition, STAT5B-CA overexpression prevented the increase in Th1 and Th2 cells caused by loss of O-GlcNAcylation in Treg cells (Fig. 7m-o and Supplementary Fig. 9G) and reduced the production of IFNγ by CD4^+^ and CD8^+^ T cells (Fig. 7p and Supplementary Fig. 9H, I). Collectively, these data show that restoring STAT5 signaling in OGT-deficient Treg cells improves lineage stability and effector function, thereby delaying the autoimmune responses in mice.

### O-GlcNAc promotes the suppressive program of Tregs

The therapeutic potential of Treg cells for autoimmune disorders and graft-versus-host disease (GVHD) has been well characterized in preclinical and early clinical studies^42,43^. We then asked whether enhancing protein O-GlcNAcylation could augment the suppressive function of Treg cells. We first treated mouse Treg cells with TMG to inhibit OGA (Fig. 8a), the enzyme removing O-GlcNAc moieties from proteins^44^, and found that elevating protein O-GlcNAcylation by TMG increased the level of FOXP3 protein on a per cell basis (Fig. 8b, c) and the number of CD4^+^FOXP3^+^ Treg cells (Supplementary Fig. 10A), again demonstrating that O-GlcNAcylation stabilizes FOXP3 and Treg cell lineage. In addition, TMG treatment enhanced the expression of STAT5-target genes *Socs1* and *Socs3* (Fig. 8d, e), and the expression of activation markers including *Klrg1*, *Pd-1* and, to a lesser extent, *Cd73* and *Cd44* in mouse Treg cells (Fig. 8f).

**Fig. 8:**
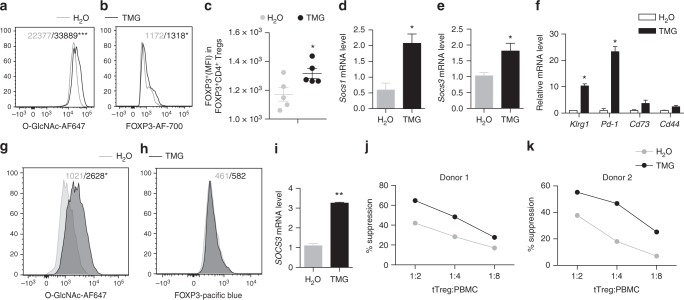
Activating O-GlcNAcylation promotes Treg cell suppressive function. **a**–**c** MFI of protein O-GlcNAcylation (**a**), FOXP3 (**b**, **c**) in mouse CD4^+^FOXP3^+^ Treg cells treated with TMG, H_2_O treatment was used as a control (*n* = 5). **d**, **e** mRNA levels of *Socs1* (**d**) and *Socs3* (**e**) in mouse Treg cells treated with TMG, H_2_O treatment was used as a control (*n* = 3). **f** Gene expression in iTreg cells treated with TMG, H_2_O treatment was used as a control (*n* = 2). **g**, **h** MFI of protein O-GlcNAcylation (**g**) and FOXP3 (**h**) in human tTreg cells treated with TMG for 7 days (*n* = 3), H_2_O treatment was used as a control. **i** mRNA levels of *SOCS3* in human tTreg cells treated with TMG, H_2_O treatment was used as a control (*n* = 3). **j**, **k** Suppression activity of human tTreg cells treated with TMG for 7 days, H_2_O treatment was used as a control. Data are shown as mean ± s.e.m. *p < 0.05 by unpaired student’s *t*-test

Finally, we purified CD4^+^CD25^+^CD127^−^CD45RA^+^ naïve human thymus-derived Treg (tTreg) cells from peripheral blood mononuclear cells (PBMNCs)^45^. OGA inhibition by TMG significantly increased intracellular O-GlcNAc levels (Fig. 8g) but had no effect on FOXP3 expression or tTreg cell expansion (Fig. 8h and Supplementary Fig. 10B), indicating that the endogenous O-GlcNAcylation was sufficient to maintain human FOXP3 stability. Nevertheless, we observed a significant increase in the expression of *SOCS3* gene (Fig. 8i) and the suppressive activity of human Treg cells when treated with TMG (Fig. 8j, k, and Supplementary Fig. 10C). Collectively, these results reveal a fundamental role for O-GlcNAc signaling in supporting the suppressive program of mouse and human Treg cells.

## Discussion

In mature Treg cells, FOXP3 expression and signals from TCR and IL-2R are continuously required for Treg lineage stability and suppressive function^9,10,16–18,46^. In this study, we have demonstrated that, in response to TCR activation, protein O-GlcNAcylation stabilizes FOXP3 and activates STAT5, thus integrating critical signaling nodes for Treg cell homeostasis and function.

Our data suggest that O-GlcNAcylation promotes FOXP3 stability by counteracting with ubiquitination. Prior studies have demonstrated that polyubiquitination marks FOXP3 for protein degradation via the proteasome^47–49^. Treatment of Treg cells with a pan-deubiquitinase inhibitor reduces FOXP3 protein levels and decreases suppressive activity^31^. Ubiquitination dynamics of FOXP3 is dictated by the ubiquitin ligase STUB1 and the deubiquitinase USP7^30,31^. We postulate that O-GlcNAcylation inhibits STUB1-mediated polyubiquitination and/or facilitates USP7-mediated deubiquitination to stabilize FOXP3. By identifying and mutating O-GlcNAc sites on the FOXP3 protein, we were able to show reduced FOXP3 stability when O-GlcNAcylation was ablated (Fig. 2), suggesting a potential direct interplay between O-GlcNAcylation and ubiquitination. Nonetheless, O-GlcNAc signaling can modulate proteasome activity and other posttranslational modifications to indirectly control FOXP3 protein abundance^26^.

*Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice developed a scurfy phenotype at a similar pace as observed in mice with germline *Foxp3* deficiency^6–8^. When OGT was absent, FOXP3 stability was only modestly reduced ex vivo and in vivo (Figs. 2 and 4). Thus, FOXP3 instability is only one of the contributors to Treg cell dysfunction observed in *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice. In Treg cells with TCR ablation, there was also a slight reduction in FOXP3 protein expression, without affecting *Foxp3* transcription^16,17^. It would be interesting to determine whether TCR signaling controls FOXP3 stability through protein O-GlcNAcylation.

In conventional T (Tconv) cells, O-GlcNAcylated proteins are abundant and dynamically regulated by TCR activation^50–52^. These proteins are involved in many biological processes, including TCR signaling (LCK, ZAP70, STAT3, c-JUN, NFAT, etc), transcriptional and translational processes, and mRNA processing. Compared to Tconv cells, Treg cells possess a unique proteomic signature to accommodate specific metabolic requirements and regulatory function^53,54^. It is unclear if O-GlcNAcylated proteins identified in Tconv cells can be modified in Treg cells. Future O-GlcNAc proteomics is needed to not only profile O-GlcNAcylated proteins in response to TCR activation but also identify other potential targets that could regulate Treg cell function. Nevertheless, it is unlikely that TCR signaling is a major downstream pathway that mediates the effect of O-GlcNAcylation, as the activation of immune system in Treg-specific TCR deletion mice was much milder than we observed in *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice^16,17^.

Through gene expression profiling, we predicted that the IL-2/STAT5 signaling pathway was inhibited in OGT-deficient Treg cells. In accordance with the prediction, we found that eTreg cells failed to expand in response to IL-2 immune complexes when OGT was ablated and the scurfy phenotype in *Foxp3*^*YFP-Cre/Y*^*Ogt*^*fl/Y*^ mice could be partially ameliorated by a constitutive-active form of STAT5B. In OGT-deficient Treg cells, even though the expression of STAT5 target genes was significantly downregulated, we did not observe any change in levels of pY-STAT5, suggesting that O-GlcNAcylation can function independently of tyrosine phosphorylation. This is consistent with a recent study showing that O-GlcNAcylation and tyrosine phosphorylation act together to activate STAT5-depedent malignancies^40^. Although O-GlcNAcylation at threonine 92 is required for strong pY-STAT5A upon IL-3 stimulation, erythropoietin-activated pY-STAT5A and IL-2-stimulated T cell proliferation were comparable between cells expressing constitutively active STAT5A (cS5) and cS5-T92A that lacks O-GlcNAcylation. In addition, there was no significant change in pY-STAT5B when introducing the T92A mutant to human STAT5B or the hyperactive N642H derivative^40^. These findings indicate that O-GlcNAcylation and IL-2-induced pY-STAT5 have separate but additive effects on STAT5 function.

In TCR-triggered naïve T cells, glucose and glutamine flux into the hexosamine biosynthetic pathway (HBP) to generate UDP-GlcNAc, which fuels the protein O-GlcNAcylation^29^. O-GlcNAcylation is critical for self-renewal and malignant transformation of T cell progenitors, thymocyte positive selection, and clonal expansion of peripheral T cells^29^. It is still unclear how TCR-activation promotes the HBP flux. In addition, Treg cells and CD4^+^ Tconv cells program distinct cellular metabolism^55^. Tconv cells are dependent on aerobic glycolysis and glutaminolysis to fulfill their bioenergetic and biosynthetic demand of proliferation^56^. However, Treg cells couple TCR and IL-2R signals with mTORC1-dependent lipid biosynthesis to establish their functional program^33^. It is thus unlikely that TCR-activated protein O-GlcNAcylation in Treg cells is a result of increased glucose flux. Recently, our findings in hepatocytes have indicated that Ca^2+^-dependent CaMKII phosphorylates and activates OGT^57^. Ca^2+^ release is induced downstream of TCR signaling and the Ca^2+^-dependent serine-threonine phosphatase Calcineurin, by dephosphorylating and mediating nuclear translocation of NFAT, is crucial for Treg cell development^58,59^. It is warranted to test whether Ca^2+^ signaling mediates TCR-activated O-GlcNAcylation via modulating OGT activity.

Treg cells restrain autoimmune disease, suppress inflammation, prevent organ transplant rejection, and contribute to immune dysfunctions in some infections and cancers^60,61^. However, challenges for Treg cell immunotherapy exist as Treg cells display functional instability and heterogeneity. Our study has identified OGT and protein O-GlcNAcylation as a regulatory hub connecting TCR, FOXP3, and IL-2R to support Treg cell lineage stability and suppressive function. More importantly, pharmacological elevation of O-GlcNAcylation by inhibiting OGA augments the suppressive activity of human Treg cells, thus targeting O-GlcNAcylation can facilitate the translation of Treg cell therapy into the clinic to treat diseases such as autoimmune disorders, inflammation, and GVHD.

## Methods

### Mice

*Foxp3*^*YFP-cre*^ mice (stock number 016959) and *Foxp3*^*eGFP-Cre-ERT2*^ mice (stock number 016961) were purchased from the Jackson Laboratory. *Rosa26*^*Stat5b-CA*^ mice were provided by Dr. Alexander Rudensky at Memorial Sloan Kettering Cancer Center^18^. *Ogt*^*fl/fl*^ Mice (Jackson Laboratory stock number 004860) were kindly provided by Dr. Xiaoyong Yang at Yale University. *Rosa26*^*tdTomato*^ reporter mice (Jackson Laboratory stock number 007909) were kindly provided by Dr. Jop van Berlo at University of Minnesota. *Ubc*^*CreER+*^ mice (Jackson Laboratory stock number 007001) were kindly provided by Dr. Doug Mashek at University of Minnesota. All mice were on C57BL/6 background. *Foxp3*^*YFP-Cre/Y*^ *Ogt*^*fl/Y*^ male mice were used at 2-week old unless specific noted, with the same age *Foxp3*^*YFP-Cre/Y*^*Ogt*^*wt/Y*^ as control. Other mice were used at 6–12 weeks old unless specific noted. Mice were free to access water and fed on a regular chow or Tamoxifen food (Teklad, TD.130860) as indicated. All procedures were approved by the Institutional Animal Care and Use Committee at the University of Minnesota. All relevant ethical regulations for animal testing and research were complied with.

For IL-2-immune complex administration, IL-2 (eBioscience, catalog no. 14–8021–64) and JES6–1A12 (eBioscience, catalog no. 16–7022–81) were incubated at a molar ratio of 2 to 1 in PBS at room temperature for 30 min followed by 3 consecutive days i.p. injections. For female mice, each mouse received 1 μg of IL-2 and 5 μg of JES6–1A12 in 200 ul PBS at 6-week old. For male mice, each mouse received 0.5 μg of IL-2 and 2.5 μg JES6–1A12 in 100ul PBS at 2-week old.

For histology, mouse tissues were dissected and fixed in 10% buffered formalin. Sectioning and haematoxylin & eosin (H&E) staining were performed by the Comparative Pathology Shared Resource of UMN.

### Human participants

Nonmobilized PB leukapheresis products were collected from normal adult volunteers with Food and Drug Administration (FDA)–approved/cleared apheresis instruments at Memorial Blood Center (St. Paul, MN)^45^. Written informed consent was obtained from all participants with approval from the University of Minnesota Institutional Review Board.

### Naïve T cell isolation and in vitro Treg cell induction

Naïve CD4^+^ T cells were purified from lymph nodes and spleen according to the protocol provided by the manufacturer (Invitrogen, catalog no. 11461D). Plates were coated with 10 μg/ml of anti-mouse CD3ε antibody (BioLegend catalog no. 100314) for 4 h at 37 °C. Before plating the cells, plates were washed once with PBS. Naïve CD4^+^ T cells were suspended at the concentration of 2 × 10^6^/ml in X-Vivo15 serum-free medium (Fisher Scientific, catalog no. 04–744Q) with 2 μg/ml anti-mouse CD28 antibody (BioLegend catalog no. 102112) in the presence or absence of mouse TGF-β (BioLegend catalog no. 763102). Cells were cultured for 2 days followed with retroviral transduction or for 5 days before the collection for RNA and immunoblot analysis^62^.

### Treg cell purification and expansion

CD4^+^CD25^+^ Treg cells were purified from mouse lymph nodes and spleen according to the protocol provided by the manufacturer (Invitrogen, catalog no. 11463D). Treg cells were expanded according to the Treg Expansion Kit protocol (Miltenyi Biotec, catalog no. 130–095–925). Treg cells were treated with 0.5 μM 4-Hydroxytamoxifen (4-OHT) (Millipore Sigma, catalog no. H7904) for 3 days, 10 μM TMG (CarboSynth), or 100 μg/ml cycloheximide (CHX) (Millipore Sigma, catalog no. C7698) as indicated. To determine the purity, Treg cells were assessed by flow cytometry and immunoblot analysis.

### Flow cytometry

For surface markers, cells were stained in PBS containing 0.5% (wt/vol) BSA with relevant antibodies at 4 °C for 30 min. For analysis of intracellular markers, cells were first fixed with Fixation/Permeabilization buffer (ThermoFisher, catalog no. 00–5123) at 4 °C for 30 min and then stained in Permeabilization Buffer (ThermoFisher, catalog no. 00–8333) with relevant antibodies at 4 °C for 30 min. For detection of Annexin V population, cells were suspended in 100 μl 1× Annexin V binding buffer after surface staining, added 5ul APC-Annexin V at room temperature for 15 min, and then added 400 μl 1× Annexin V binding buffer for flow cytometry measurement. For pY-STAT5 signaling detection, lymphocytes were stimulated with IL-2 (0.5 ug/ml in PBS) (BioLegend, catalog no. 575402) at 37 °C for 20 min, fixed with 3% Paraformaldehyde (formaldehyde) aqueous solution (Electron Microscopy Sciences, catalog no. 15710) at 1:1 ratio at room temperature for 10 min, washed with PBS, resuspended in 100% cold methanol at 4 °C for 10 min and finally stained with antibodies for FACS. For intracellular cytokine staining, cells were stimulated with PMA (50 ng/ml, Sigma, catalog no. P1585) and Ionomycin (500 ng/ml, Sigma, catalog no. I3909), together with GolgiPlug (BD Biosciences, catalog no. 555029) for INFγ, IL-5, IL-13, and IL-17A or GolgiStop (BD Biosciences, catalog no. 554724) for IL-4 at 37 °C for 5 h before being stained. Antibody information were shown in Supplementary Table 2. Flow cytometry data were acquired on BD Fortessa X-20 and analyzed with FlowJo (v10.5.3). Gating strategies were shown in Supplementary Fig. 11.

### Suppression assay

Naïve human PB tTreg (CD4^+^CD25^+^CD127^-^CD45RA^+^) were sort-purified from PB mononuclear cells (PBMNCs) (Ficoll-Hypaque, Amersham Biosciences) in a two-step procedure in which CD25^+^ cells were initially enriched from PBMNCs by AutoMACS (PosselD2) with GMP grade anti-CD25 microbeads (Miltenyi Biotec). CD25^high^ cells were stained with CD4, CD8, CD25, CD127 and CD45RA and sorted via FACSAria as CD4^+^, CD8^−^, CD25^high^, and CD127^−^CD45RA^+^. Note that the bead-bound and fluorochome-conjugated anti-CD25 antibodies recognize different epitopes (Miltenyi Biotec), followed by sorting on a FACSAria (BD Biosciences).

Purified naïve tTreg were stimulated with a K562 cell line engineered to express CD86 and the high-affinity Fc receptor (CD64) (37) (2:1 tTreg/KT), which had been irradiated with 10,000 cGy and incubated with anti-CD3 mAb (Miltenyi Biotec). In some experiments, tTregs were stimulated with KT64/86 cells that were preloaded, irradiated, and frozen (1:1 tTreg/KT). Naive tTreg were cultured in X-Vivo-15 (BioWhittaker, Walkersville, MD) media supplemented with 10% human AB serum (Valley Biomedical), Pen/Strep (Invitrogen), and n-acetyl cysteine (USP). Recombinant IL-2 (300 IU/mL; Chiron, Emeryville, CA) was added on day 2 and maintained for culture duration. Cultures were maintained at 0.25 × 10^6^ to 0.5 × 10^6^ viable nucleated cells/ml every 2 to 3 days. On day 14, tTreg and CD4^+^ Teff were aliquoted and frozen. When needed, frozen tTreg were thawed and re-stimulated with anti-CD3/CD28 mAb-coated Dynabeads (Life Technologies, Carlsbad, CA) at 1:3 (cell to bead) ratios in the presence of recombinant IL-2 (300U/ml). OGA inhibitor (10 μM) was added to re-stimulated tTreg cultures on day 0 and day 4. tTreg were cultured a total of 7 days following re-stimulation and were then harvested for flow phenotyping and suppressive function.

The in vitro suppressive capacity of expanded tTregs was assessed with a CFSE (Carboxyfluorescein succinimidyl ester) inhibition assay^63,64^. Briefly, PBMNCs were purified, labeled with CFSE (Invitrogen), and stimulated with anti-CD3 mAb-coated beads (Dynal) ± cultured tTreg (1:2 to 1:8 tTregs/PBMC). On day 4, cells were stained with antibodies to CD4 and CD8 and suppression was determined from the Division Index (FlowJo, TreeStar). tTregs suppressed CD4 and CD8 T cell responses equivalently and only CD8 data were presented.

### Cell culture and transfection

HEK 293 T cells (ATCC) were cultured in DMEM with 10% fetal bovine serum (FBS). TMG (CarboSynth, 10 μM), ST045849 (TimTec, 100 μM), MG132 (Cayman, 20 μM), and cycloheximide (Sigma, 100 μg/ml) were treated as indicated. The mouse FOXP3-Myc/DDK plasmid was purchased from OriGene (MR227205). Point mutants of FOXP3 were generated with the QuikChange XL II Site-Directed Mutagenesis Kit (Agilent). pCMV-Myc-human OGT and 3xFlag/2xMyc-OGA were kindly provided by Dr. Xiaochun Yu at University of Michigan and Dr. Xiaoyong Yang at Yale University, respectively. FOXP3-Myc/DDK was subcloned into the 3xFlag/2xMyc empty vector to construct the 3xFlag/2xMyc-FOXP3-Myc/DDK plasmid. IL-2 promoter luciferase (#12194) and pIS1 (#12179) were from Addgene. Cells were transfected with FuGENE HD (Promega) according to manufacturer’s instructions.

### Mass spectrometry

3xFlag/2xMyc-FOXP3-Myc/DDK and Myc-OGT were co-transfected into 5 × 15cm-dishes of 293 T cells and purified by immunoprecipitation with M2 Flag beads (Sigma) followed by 3xFlag peptide (Sigma) elution according to established procedures^25^. IP eluates were denatured in 0.2% Rapigest SF (Waters), reduced with 5 mM DTT, alkylated with 10 mM Iodoacetamide, and finally digested overnight at 37 °C with 5% (w:w) sequencing grade Trypsin (Promega). Digests were acidified with formic acid for 30 mins to degrade the Rapigest and peptides were then recovered and desalted with C_18_ OMIX tips (Agilent).

Tryptic peptides were analyzed by on-line LC-MS/MS using an Orbitrap Fusion Lumos (Thermo) coupled with a NanoAcquity UPLC system (Waters). Peptides were separated over a 15 cm × 75 μm ID 3 μm C18 EASY-Spray column (Thermo). Precursor ions were measured from 350 to 1800 m/z in the Orbitrap analyzer (resolution: 120,000; AGC: 4.0e5). Ions charged 2 + to 8 + were isolated in the quadrupole (selection window: 1.6 m/z units; dynamic exclusion window: 30 s; MIPS Peptide filter enabled), fragmented by EThcD (Maximum Injection Time: 250 ms, Normalized Collision Energy: 25%) and measured in the Orbitrap (resolution: 30,000; AGC; 5.0e4). The cycle time was 3 s.

Peaklists were generated using PAVA (UCSF) and searched using Protein Prospector 5.23.0 against the human SwissProt database (downloaded 9/6/2016) and a randomized concatenated database with the addition of the recombinant FoxP3 recombinant sequence. Cleavage specificity was set as Trypisn allowing 2 miscleavages. Carbamidomethylation of Cys was set as a constant modification and two of the following variable modifications were allowed per peptide: acetylation of protein N-termini, oxidation of Met, oxidation and acetylation of protein N-terminal Met, cyclization of N-terminal Gln, protein N-terminal Met loss, protein N-terminal Met loss and acetylation, acetylation of Lys, phosphorylation of Ser, Thr, Tyr, HexNAc on Asn within the N glycan motif (NXST), HexNAc on Ser, Thr, Tyr, and PhosphoHexNAc on Ser or Thr. Precursor mass tolerance was 20ppm and fragment mass tolerance was 30 ppm. Phosphorylated and HexNAcylated peptides were manually verified.

### RNA and real-time PCR

Total RNA was extracted using RNeasy Plus Universal Kits (QIAGEN, catalog no. 73404). cDNA was reverse transcribed (BIO-RAD, catalog no. 170–8891) and amplified with SYBR Green Supermix (BIO-RAD, catalog no. 172–5124). All data were normalized to the expression of *18* *S*. Primer sequences were shown in Supplementary Table 1.

### Immunoprecipitation and Western blotting

Anti-O-GlcNAc (Abcam, catalog no. ab2739, 1:200), anti-FOXP3 (eBioscience, catalog no. 56–7773–82, 1:100), anti-c-Myc (SANTA CRUZ, catalog no. sc-40, 1:500), anti-Flag (Millipore Sigma, catalog no. F3165, 1:1000), anti-β-Actin (Millipore Sigma, catalog no. A5441, 1:1000) antibodies were used. For Immunoprecipitation, whole cell lysates were precipitated by anti-FLAG M2 Affinity Gel (Millipore Sigma, catalog no. A2220). Cells were lysed in buffer containing 1% Nonidet P-40, 50 mM Tris 3 HCl, 0.1 mM EDTA, 150 mM NaCl, proteinase inhibitors and TMG. Equal amounts of protein lysates or immunoprecipitation samples were electrophoresed on 8% SDS-PAGE gels and transferred to PVDF or Nitrocellulose membranes. Primary antibodies were incubated at 4 °C overnight. Western blotting was visualized by peroxidase conjugated secondary anti-bodies and ECL chemiluminescent substrate or by 800CW infrared fluorescent IgG secondary antibodies imaged on a Bio-Rad ChemiDoc Imaging System or a LI-COR Odyssey 9120 infrared imager, respectively. Uncropped Western blot images can be found in Supplemental Fig. 12.

### Retroviral transduction

STAT5A, constitutively active (CA)- STAT5A, and O-GlcNAc-deficient CA-STAT5A-T92A retroviral expression plasmids were kindly provided by Dr. Richard Moriggl at University of Veterinary Medicine, Vienna. Wildtype and mutant FOXP3 were constructed into the pMSCV-IRES-eGFP retroviral vector. Retrovirus were packaged in 293FT cells (ThermoFisher, R70007) and viral supernatants were harvested for use. Treg and Naïve T cells were cultured 48 h, then spin infected with viral supernatants (2500 rpm, room temperature for 2 h) in the presence of 8 μg/ml polybrene^65^. Cells were cultured for another 3 days.

### RNA-seq

Treg cells were isolated from female *Foxp3*^*YFP-Cre/wt*^*Ogt*^*fl/fl*^ and *Foxp3*^*YFP-Cre/wt*^*Ogt*^*wt/fl*^ mice using CD4 selection beads (ThermoFisher, 11461D) followed by sorting on YFP expression. RNA was extracted using the RNeasy Plus Micro Kit (QIAGEN, catalog no. 74034) and subjected to library construction and 2x50 paired-end sequencing on a HiSeq 2500 (Illumina) at the University of Minnesota Genomics Center. Sequencing reads were trimmed (Trimmomatic v0.33), quality control checked (FastQC), mapped (bowtie2 v2.2.4.0), and quantified for gene expression (Cuffquant). Differentially expressed genes were determined by EdgeR. Pathway analyses and upstream regulator analyses were performed using Ingenuity Pathway Analysis (Qiagen).

### Statistical analyses

Results are shown as mean ± SEM. The comparisons were carried out using two-tailed Student’s *t* test, one-way ANOVA followed by multiple comparisons with the Tukey adjustment, two-way ANOVA followed by multiple comparisons with the Tukey adjustment, or Kaplan-Meier Analysis as indicated using GraphPad Prism 7.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

RNA Sequence data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession number GSE116758. Mass spectra data can be accessed on MS-Viewer^66^ with the key: artnlq2gpq.

# Supplementary material for: The lineage stability and suppressive program of regulatory T cells require protein O-GlcNAcylation
**Source:** Nat Commun. 2019 Jan 21;10:354. doi: 10.1038/s41467-019-08300-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1:**

**Identification of FOXP3 O-GlcNAcylation sites.** Top, sequence, location, and HexNAc sites of O-GlcNAcylated peptides identified by Mass Spectrometry. Bottom, full sequence of the purified mouse FOXP3 protein used for Mass Spectrometry, with annotations on tags and covered regions.

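The table in Supplementary Data 1 lists 23 spectra of peptides that carry HexNAc, the mass of an O-GlcNAc residue, from the purified tagged FOXP3. The construct is 540 residues long, and its numbering runs 80 ahead of mouse FOXP3 because of the tag and linker at its start. Of the 23 spectra, 15 place HexNAc in FOXP3 itself and 8 in the linker or tag. The 15 spectra cover 10 residues, 7 serines and 3 threonines. Of these, 6 lie before residue 100 and 4 after it. S57 was supported by 6 spectra and T38 by 5, while S33 and S285 had 2 each and the other residues 1 each. In 6 of the 23 spectra 2 residues carried HexNAc. The mass error was at most 1.6 ppm. These are the paper's own values, counted from its table, and a number of spectra does not measure how much of a residue is modified.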

How the deposited data were processed for this re-analysis (not part of the article)

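RNA of sorted YFP+ Treg cells from 3 OGT-sufficient and 3 OGT-deficient female mice was measured by RNA sequencing. The authors trimmed the reads with Trimmomatic, aligned them with bowtie2 and quantified genes with Cuffquant. They deposited whole numbers per gene and sample, which were treated here as counts without normalization. The paper names EdgeR for the authors' own comparison, and the deposited header names an EDGE test. The same deposited table holds the p-value and the FDR of that comparison. It also holds a signed linear fold change, a score in which the authors write a fall as minus the fold. The genome build, annotation, strand and handling of reads shared between genes are not named in the paper's text, so no coordinates are given. Which genes overlap, and gene length and GC content, were taken from RefSeq GRCm38.p6 and GENCODE M21 by gene symbol. GENCODE M21 held 23375 of the 24420 symbols, another 666 matched through a RefSeq synonym and 379 did not match.

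Samples were grouped by the genotype in their labels, which is the one the paper gives. The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15. The design was fixed before the data were examined: edgeR's quasi-likelihood test with TMM scaling, a low-count filter at a minimum count of 10, no replicate block, and Benjamini-Hochberg adjustment over the 10949 genes tested. This design was kept as the reported one although it called 3 genes at an FDR of 0.1, and no setting was chosen for coming nearer the paper's counts. Standard errors of log2 fold changes were taken as the size of the fold change over the square root of F. Gene lists were tested with fry and with camera, at a preset correlation of 0.01 and at an estimated correlation. Of 17 lists, 6 had a fry p under 0.05, and 5 after Benjamini-Hochberg adjustment, while camera gave 13 at the preset correlation and 5 at the estimated one. Some of these lists were chosen by the study on the same samples.

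The test was tried on simulated counts drawn from the real means and library sizes, with 200 changed genes. The changed genes were drawn only from genes with higher mean counts than *Klrg1*, *Gzmb* or *Il18rap*. All samples shared a single expression profile, so a divergent sample such as OGT-sufficient replicate 3 was not simulated. In this setting the test recovered 99% of 4-fold and 79% of 2-fold changes at an FDR of 0.1, and 13.2% of its calls were unchanged genes. These shares do not give the power for genes at lower counts.

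Alternatives set in advance were DESeq2, edgeR's exact test, DESeq2's size factors in edgeR, library size only, no filter, at least 10 counts in every sample, the replicate number as a block, and leaving out each sample in turn. Further alternatives were chosen after seeing the data: library size without *Rn45s*, the exact test without a filter, a correction for length and GC content, the level of a macrophage list as a covariate, and TMM scaling of the signal-to-noise ratio.

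Genes named in the text are *Ogt*, those named in the paper's text or in Fig. 6a, 6d and 6k, the 5 genes of each direction with the lowest p among those at an FDR under 0.1 without overlap between groups, and members of the gene lists. Lists of STAT5 targets, neutrophil, B-cell, erythroid, myeloid, CD8, NK and NKT, IL-17-type gamma-delta T-cell and Treg core genes were written before the data were examined. Lists of B-cell precursor and macrophage genes were added after the other lists had been seen and before the values of their own genes were. *Rn45s* and *Ahnak* are singled out after their values were seen. Some members of the lists are not reported here as single genes.

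Total counts per sample were between 3375454 and 4103552. The TMM-scaled library sizes were between 3727491 and 3968979, so a floor of 3 counts is between 0.756 and 0.805 CPM. Genes at or under this floor in a whole group are given as bounds. Intervals on shares are 95% Wilson intervals, and they and the floors cover counting error only. No 2 replicates were the same library, as the chi-square per degree of freedom between replicates was between 3.46 and 24.2. The BLIMP-1 gene sets and the Ingenuity analysis were not analysed here.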

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

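Of the tests in this part, those on red cell precursors and mature B cells were chosen only after the result was seen.

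OGT-sufficient replicate 3 had 18346 genes with a count, against 14412 to 15197 in the other samples, and 2431 of them had a count in no other sample, although its total count was the lowest of the 6. A candidate explanation is reads from genomic DNA in that sample, which needs counts there on genes silent in blood cells. The receptor genes of smell were then counted as such genes, which lie outside those the paper discusses. Of 1125 olfactory receptor genes, 310 had a count there, which is 27.6% (95% Wilson interval 25.0 to 30.2). The other samples had between 13 and 56. Vomeronasal receptor genes had a count in 64 of 338, against 5 to 11 elsewhere. Without *Rn45s*, its total count was 2559274, within the range of 2488303 to 2686873 over the 6 samples, so depth does not set it apart. No biological explanation was tested.

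The erythroid list was 1.27 log2 units higher in OGT-sufficient replicate 3 than in the mean of the other 5 samples, with *Alas2*, *Slc4a1* and *Car2* all highest there (3 of 3). RNA of red cell precursors in that sample is a candidate explanation that this count does not decide, because *Alas2* and *Slc4a1* had prompted the test. The globin genes *Hbb-bs* and *Hba-a1* had at most 1 count in any sample, and whether the table counts their reads is not known, so the explanation stays open. The B-cell list was 1.25 higher there. Of mature B cells, the abundant *Cd74*, *H2-Aa* and *H2-Ab1* were 0.194 log2 units higher. Of B-cell precursors, 4 of 7 genes were highest there, but they moved apart. *Rag1* had 89 counts there and at most 6 in each other sample, while *Dntt* had 9 there and between 3 and 14 elsewhere, and *Bst1* had 3 there and at most 4 elsewhere. Mature B cells and B-cell precursors cannot be told apart as sources, because the genes of the first test had a high baseline and those of the second did not move together. A difference between mice was not tested.

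The macrophage list, which the paper does not discuss, varied 2.95-fold over the 6 samples. It was lowest in OGT-deficient replicate 1 and OGT-sufficient replicate 3, so it was not detectably different between the genotypes (limma's fry, 0.538 unadjusted, adjusted p = 0.571). All 10 of its genes had enough counts to be tested. *Vcam1* had between 1708 and 8619 counts per sample. *Csf1r*, which is not in the list, followed it across the 6 samples with a Pearson r of 0.941 and a Spearman rho of 1, each with an exact permutation p of 0.00278, the smallest that 6 samples can give. It was the only relation of this kind computed. Without the 2 samples farthest from the median of *Csf1r*, r was 0.880. RNA of macrophages in a varying amount may explain this (r = 0.941), though the data do not say whether it came from attached cells, free RNA or the sort. Levels were scaled to the library size before they were compared.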

How the results depend on the processing

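The log2 fold changes of *Ogt* and of the eTreg and Fig. 6k genes were negative in each setting in which the gene was tested. *Klrg1* and *Gzmb* were not tested with at least 10 counts in every sample, and *5830411N06Rik* was not tested in the reported test. The number of genes past a threshold did not stay the same. At an unadjusted p under 0.01 the reported test gave 202 genes, DESeq2 156, the exact test 248, library size only 162 and the test without a filter 431. From 108 to 207 genes passed across the 6 fits that each left out one replicate, the fewest without OGT-deficient replicate 2. The exact test without a filter, chosen after seeing the data like the settings on *Rn45s*, length and GC content and the macrophage covariate, gave 269.

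At an FDR of 0.1 the reported test gave 3 genes, DESeq2 40, the exact test 80, no filter 131, the exact test without a filter 63, the length and GC correction 1 and the macrophage covariate 31. At 0.05 these were 2, 28, 63, 99, 45, 1 and 5. Leaving out a replicate gave from 0 to 9 genes at an FDR of 0.1 and from 0 to 3 at 0.05, with 0 at 0.1 without OGT-deficient replicate 2 or 3 (462 and 742 genes at an unadjusted p under 0.05) and 9 without OGT-sufficient replicate 3. Of the Fig. 6a genes, 3 passed an FDR of 0.1 in the reported test, 35 with DESeq2, 54 with the exact test, 60 without a filter, 55 with the exact test and no filter, 1 with the length and GC correction, 31 with the macrophage covariate and from 0 to 9 with a replicate left out. In the simulated counts 22.3% of the calls of the exact test and 30.0% of those without a filter were unchanged genes, against 13.2% in the reported test. Among 100 random covariates of 10 genes, 7 gave at least the 31 genes of the macrophage covariate.

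The replicate numbers did not pair the samples: the check for pairing gave correlations of -0.281, 0.0073 and -0.118 for same-numbered samples. These are not correlations of the whole samples. Those were 0.962, 0.972 and 0.946 for the same pairs, within the range of 0.944 to 0.978 over all pairs of samples. With the replicate block, 147 genes passed an unadjusted p of 0.01 and 0 passed an FDR of 0.1 or 0.05, or 0 of the Fig. 6a genes at 0.1 (679 genes at an unadjusted p under 0.05). This fit has fewer degrees of freedom.

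The share of lower genes at an unadjusted p under 0.01 was 52.0% in the reported test, with 105 lower and 97 higher. It was 61.1% with library size only (99 and 63). It was 37.6%, 38.9% and 35.2% without OGT-sufficient replicate 1, OGT-deficient replicate 2 and OGT-deficient replicate 3. The median log2 fold change of all genes was -0.017, and no scaling moved it by over 0.1.

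*Ogt* passed an FDR of 0.1 with DESeq2 (log2 fold change -1.18), the exact test (-1.21), no filter (-1.15), the exact test without a filter (-1.15) and the macrophage covariate (-1.103). Across fits without one replicate it ranged from -1.31 to -0.94. *Foxp3* ranged from 0.063 to 0.40. The mean of the eTreg markers was -1.16 with at least 10 counts in every sample, which removes genes of the list. It ranged from -1.80 to -1.34 without one replicate. The median of the Fig. 6k genes was -1.56 with DESeq2, -1.52 without a filter, -1.52 with the exact test and no filter, and -0.90 with at least 10 counts in every sample, all of which change which genes are in it. It ranged from -1.35 to -1.15 without one replicate. With a replicate left out, the median of the STAT5 targets written in advance ranged from 0.19 to 0.35 and that of the flow-cytometry markers from -0.50 to -0.22. The STAT5 median was 0.17 with library size only and 0.18 with the macrophage covariate. Of the Fig. 6d regulators, 1 passed an FDR of 0.1 without a filter and 0 in each fit without one replicate. The number of genes with a positive signal-to-noise ratio was 6580 among genes past the filter, and ranged from 7382 to 13494 without one replicate, the lowest without OGT-sufficient replicate 3.

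Among 133 genes named or in lists, 1930 values kept their direction and side of the FDR threshold, 220 were stronger, 15 weaker and 78 reversed. The cause of the reversals was not tested. With the exact test, reversed log2 fold changes were *Tgfb1* -7.2e-06. With library size only, reversed log2 fold changes were *Tgfb1* -0.036 and *Ikzf4* -0.0043. With at least 10 counts in every sample, reversed log2 fold changes were *Tgfb1* -0.00065. With library size without *Rn45s*, reversed log2 fold changes were *Tgfb1* -0.0094. With the macrophage covariate, reversed log2 fold changes were *Tgfb1* -0.12, *Il18* -0.31, *Ccnd3* 0.031, *Csf1r* -0.50, *Cd14* -0.69, *Adgre1* -0.36, *Fcer1g* -0.021, *Itgam* 0.20, *Ikzf4* -0.016, *Dntt* 0.12, *C1qa* -0.15, *C1qc* -0.033 and *Mrc1* -0.25. With DESeq2, reversed log2 fold changes were *Ccnd3* 0.0064 and *Maf* 0.012. Without a filter, reversed log2 fold changes were *Ccnd3* 0.040, *Maf* 0.036 and *Dntt* 0.0015. With the replicate block, reversed log2 fold changes were *Ccnd3* 0.00043 and *Cd14* -0.051. With the exact test and no filter, reversed log2 fold changes were *Ccnd3* 0.040, *Maf* 0.036 and *Dntt* 0.0017. With the length and GC correction, reversed log2 fold changes were *Ccnd3* 0.0054 and *Maf* 0.025. With DESeq2's size factors, reversed log2 fold changes were *Maf* 0.0082. Across the fits without one replicate, genes that changed sign in at least one of them had log2 fold changes that ranged for *Tgfb1* from -0.16 to 0.24, for *Il1b* from -1.39 to 0.17, for *Il18* from -0.11 to 0.47, for *Stub1* from -0.17 to 0.059, for *Ifng* from -0.39 to 0.23, for *Cd44* from -0.35 to 0.18, for *Ccnd3* from -0.082 to 0.17, for *Cd79a* from -0.63 to 0.22, for *Ms4a1* from -0.79 to 0.0026, for *Cd22* from -1.29 to 0.042, for *H2-Aa* from -0.065 to 0.26, for *H2-Ab1* from -0.46 to 0.079 and for *Cd74* from -0.35 to 0.032. They ranged likewise for *Alas2* from -1.07 to 0.35, for *Slc4a1* from -1.09 to 0.13, for *Car2* from -0.77 to 0.14, for *Csf1r* from -0.16 to 0.74, for *Cd14* from -0.39 to 0.54, for *Adgre1* from -0.15 to 0.62, for *Fcer1g* from -0.028 to 0.71, for *Itgam* from -0.60 to 0.74, for *Cd8b1* from -0.13 to 0.48, for *Ccl5* from -0.87 to 0.10, for *Maf* from -0.28 to 0.30, for *Ikzf4* from -0.20 to 0.24 and for *Dntt* from -0.80 to 0.31.

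At these depths, genes at a few counts such as *Il2* and *Il23a* could not be compared.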

Differences from the paper's values

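The paper reports 60 genes at an FDR under 0.1, and the quasi-likelihood test gave 3. Of the alternatives set before the data were examined, DESeq2 gave 40 and edgeR's exact test 80, which are within 1.5 times the paper's count. DESeq2's size factors, library size only and at least 10 counts in every sample each gave 3, no filter gave 131, the replicate block 0, and leaving out a replicate from 0 to 9, all outside it. Of the paper's genes in Fig. 6a, 35 passed with DESeq2, 54 with the exact test and 60 without a filter. The exact test without a filter, chosen after seeing the values, gave 63 genes at an FDR under 0.1, 55 of them in Fig. 6a. It gave 269 genes at an unadjusted p under 0.01, the paper's total, but 239 of them were shared with the authors' genes. Its balance was the reverse of the paper's, with 126 lower and 143 higher. The macrophage covariate, also chosen after seeing the values, gave 31, all in Fig. 6a. The authors' deposited table itself holds the paper's 60 genes at an FDR under 0.1, and 269 at an unadjusted p under 0.01 of which 154 are lower and 115 higher.

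At an unadjusted p under 0.01 the paper reports 269 genes against 202 here. The number of genes with a positive signal-to-noise ratio is about 11000 in Fig. 6b, read by eye, against 13043 here and 10546 with the values as deposited, without scaling.

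Fig. 6a draws *Ngp*, *S100a9* and *Ltf* highest in the OGT-sufficient sample it numbers first. In the counts they were highest in OGT-sufficient replicate 3, with 384, 292 and 256 counts.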

Other observations

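Most tests in this part were chosen only after the result was seen. Those on neutrophils, gamma-delta T cells, random covariates and the number of genes at an unadjusted p under 0.01 were not. In the neutrophil test, *Ngp*, *S100a9* and *Ltf* were left out only after the values were known, because they are the pattern it explains. With them the count was 16 of 17 genes. The lists of STAT5 targets, B-cell, erythroid, myeloid, CD8 and Treg core genes were also written before the data were examined. For NK and NKT cells the fall of the list was predicted in advance, and the comparison in CPM was chosen after.

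Splits of the 6 samples into 3 and 3 were refitted. Of the 10 splits, 2 gave as many genes at an unadjusted p under 0.01 as the real one, itself included. The other set OGT-sufficient replicate 1 with OGT-deficient replicates 2 and 3 and gave 356 genes, none at an FDR of 0.1. At an FDR of 0.1 and of 0.05 it was 1 of 10 each. The Fig. 6k median was as far from 0 in 1 split and the median of the STAT5 targets written in advance in 2. With 10 splits no share can fall under 0.1, so chance cannot be told apart from the genotype by this test. In the split with 356 genes the macrophage list had a median log2 fold change of -1.01, its largest in any of the 10, so RNA of macrophages in a varying amount may contribute to that count.

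*Ngp*, *S100a9* and *Ltf*, which are among the lower genes of Fig. 6a, were high in OGT-sufficient replicate 3 alone. Of the other 14 neutrophil genes with counts, 13 were highest there, and together these 14 were 2.15 log2 units above the mean of the other 5 samples. Between genotypes limma's fry on the 4 tested genes of the list gave 0.177 unadjusted and an adjusted p = 0.377. The genes tested were *Ngp*, *S100a9*, *Ltf* and *Mpo*, so the test says little about the other neutrophil genes. RNA from neutrophils in that sample is a candidate explanation (13 of 14). *S100a8* had 92 counts there and at most 12 elsewhere.

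The genes lower in OGT-deficient Treg cells at an unadjusted p under 0.01 were weighed against several explanations. Without OGT-sufficient replicate 3, 67 of the 105 still fell at an unadjusted p under 0.01, and their median log2 fold change was -0.78 against -0.82 with it. This argues against RNA of other blood cells in that sample as the whole cause. With each sample's trend on transcript length and GC content removed, 71 of 105 still fell at an unadjusted p under 0.01, and with the macrophage list as a covariate 85 did. These argue against either as the whole cause for the set, though *Ttn* no longer passed an FDR of 0.1 with the length and GC correction (adjusted p = 0.180, in a range up to 0.260).

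Fewer NK or NKT cells in the OGT-deficient samples stays open. Of the 9 genes in the NK and NKT list, 4 had enough counts to be tested, and these fell as a set. Their median log2 fold change was -0.74 (limma's fry, 0.00023 unadjusted, adjusted p = 0.0020 over 17 lists). *Nkg7* had a log2 fold change of -1.005 (standard error 0.29) but the abundant *Ccl5* one of -0.30 (standard error 0.41). Of the 105 lower genes, 27 fell by more CPM than *Nkg7* and *Ccl5* together hold in OGT-sufficient samples, 20.5 CPM, with *Ahnak* falling by 424 CPM. Only 63 of the 105 hold more than 20.5 CPM in OGT-sufficient samples, so the comparison says nothing about the others. Loss of such cells and a change within Treg cells cannot be told apart for the set, because this comparison covers only part of it. For IL-17-type gamma-delta T cells the list gave a fry p of 0.294, and *Trdc* and *Tcrg-C1* are not among the genes analysed, so that cannot be told apart either.

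STAT5 targets outside Fig. 6k did not follow it. Over 15 targets listed in advance, which include *Gzmb* of Fig. 6k, the median log2 fold change was 0.20 (standard error 0.13) and 10 were higher in OGT-deficient Treg cells. Camera gave p = 0.0079 at the preset correlation, but 0.174 at the estimated one and fry 0.172. When adjusted over the list alone, 5 of the 15 passed an FDR of 0.1, and 2 of the 15 are in Fig. 6a. The log2 fold change was 0.96 for *Socs2*, 0.52 for *Cish*, 0.36 for *Pim1* and 0.36 for *Bcl2*. None of these 4 passed an FDR of 0.1 over all genes in the reported test. *Socs2*, which is also in Fig. 6a, had an adjusted p of 0.225 there, 0.0084 with the exact test, 0.0091 without a filter and 0.0971 with DESeq2, in a range of 0.0084 to 0.859 over the alternatives. A lower level of STAT5 targets in general was tested by this median, 0.199. Its error reaches close to 0 and members go both ways, so the list is not shown to rise. Whether the targets of Fig. 6k stand for STAT5 targets in general cannot be told, because they may have been chosen on these samples.

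The macrophage covariate raised the genes at an FDR of 0.1 from 3 to 31. Of 100 random covariates made from 10 genes matched on mean expression, 7 gave as many, with a median of 2 and a maximum of 187. A chance choice of covariate may therefore give such a rise (any covariate made from 10 genes, 7 of 100), although most gave none.

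*Foxp3*, which overlaps other genes, had a log2 fold change of 0.20 (standard error 0.17, adjusted p = 0.840 by edgeR's quasi-likelihood test). The paper measured FOXP3 as protein. Of the proteins the paper measured by flow cytometry, transcripts of *Klrg1*, *Pdcd1*, *Nt5e*, *Itgae* and *Cd44* had a median log2 fold change of -0.33 (fry p = 0.0413, or 0.117 after adjustment). *Mgea5*, which encodes the enzyme that removes O-GlcNAc, had a log2 fold change of -0.82 (standard error 0.13, adjusted p = 0.191). Its adjusted p was 0.00038 with DESeq2, 0.00079 with the exact test and 0.0019 without a filter, in a range of 0.00038 to 0.763 over the alternatives.

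By limma's fry no difference between genotypes was detectable in the other lists. The fry p was 0.433 for B cells, 0.524 for erythroid, 0.425 for myeloid, 0.436 for CD8 and 0.214 for Treg core genes, with adjusted values between 0.404 and 0.571. Camera at the preset correlation gave p = 0.0071 for B cells, 0.0298 for myeloid and 6.2e-05 for Treg core genes, against 0.363, 0.313 and 0.207 at the estimated correlation. Without OGT-sufficient replicate 3, camera at the preset correlation gave p = 0.691 for B cells, 0.320 for myeloid and 0.0605 for Treg core genes. Of the 9 Treg core genes 7 were higher in OGT-deficient Treg cells. The mean log2 CPM of this list was lowest in OGT-sufficient replicate 3, at 6.82. It lay between 7.35 and 7.66 in the other samples, so the rise depends in part on that sample. *Gpr83* had a log2 fold change of 1.30 (standard error 0.26, adjusted p = 0.216, in a range of 6.5e-06 to 0.806 over the alternatives) and *Lrrc32* one of 0.75 (standard error 0.16, adjusted p = 0.299, in a range of 0.0037 to 0.806). Of the 9, 2 passed an FDR of 0.1 when adjusted over the list alone, which is not independent evidence for *Gpr83* and *Lrrc32*, since both are in Fig. 6a. Among B-cell precursor genes only *Dntt* was tested, with a log2 fold change of -0.049. *Xist* had between 2497 and 3933 counts per sample. *Eif2s3y*, *Kdm5d* and *Uty* had 0 counts in every sample, and *Ddx3y* 5 in OGT-sufficient replicate 3 alone.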
